# Expression of *cassini*, a murine gamma-satellite sequence conserved in evolution, is regulated in normal and malignant hematopoietic cells

**DOI:** 10.1186/1471-2164-13-418

**Published:** 2012-08-23

**Authors:** Anna Arutyunyan, Sonia Stoddart, Sun-ju Yi, Fei Fei, Min Lim, John Groffen, Nora Heisterkamp

**Keywords:** Murine γ-satellite DNA, Major mouse satellite, Pericentromeric, Acute lymphoblastic leukemia, MEFs, Nilotinib, Stress, Cytotoxic drugs

## Abstract

**Background:**

Acute lymphoblastic leukemia (ALL) cells treated with drugs can become drug-tolerant if co-cultured with protective stromal mouse embryonic fibroblasts (MEFs).

**Results:**

We performed transcriptional profiling on these stromal fibroblasts to investigate if they were affected by the presence of drug-treated ALL cells. These mitotically inactivated MEFs showed few changes in gene expression, but a family of sequences of which transcription is significantly increased was identified. A sequence related to this family, which we named *cassini*, was selected for further characterization. We found that *cassini* was highly upregulated in drug-treated ALL cells. Analysis of RNAs from different normal mouse tissues showed that *cassini* expression is highest in spleen and thymus, and can be further enhanced in these organs by exposure of mice to bacterial endotoxin. Heat shock, but not other types of stress, significantly induced the transcription of this locus in ALL cells. Transient overexpression of *cassini* in human 293 embryonic kidney cells did not increase the cytotoxic or cytostatic effects of chemotherapeutic drugs but provided some protection. Database searches revealed that sequences highly homologous to *cassini* are present in rodents, apicomplexans, flatworms and primates, indicating that they are conserved in evolution. Moreover, *CASSINI* RNA was induced in human ALL cells treated with vincristine. Surprisingly, *cassini* belongs to the previously reported murine family of γ-satellite/major satellite DNA sequences, which were not known to be present in other species.

**Conclusions:**

Our results show that the transcription of at least one member of these sequences is regulated, suggesting that this has a function in normal and transformed immune cells. Expression of these sequences may protect cells when they are exposed to specific stress stimuli.

## Background

The bone marrow microenvironment provides protection to acute lymphoblastic leukemia (ALL) cells against drug treatment and is a frequent site of leukemia relapse. *Ex vivo*, primary pro-B ALL cells do not proliferate long-term without the presence of stromal support [1]. We therefore developed an *ex vivo* co-culture model consisting of mouse leukemic pro-B lymphoblasts [2] grown with mitotically inactivated mouse embryonic fibroblasts (MEFs). This system provides a generic type of protection to the ALL cells as is evidenced by the emergence of drug resistant ALL cells within 2-4 weeks of treatment with a moderate dose of a therapeutic drug [3-8].

Some of the factors produced by stromal cells that provide protection to the ALL cells have been identified, and include stromally produced SDF1α [4,9,10]. However, it is unclear if the presence of drug-treated ALL cells affects the stromal fibroblasts. The current study was initiated to examine this using expression profiling on the irradiated MEFs. These experiments led to the identification of an evolutionarily conserved family of multi-copy sequences, of which transcription is increased in both the ALL cells and the irradiated stromal cells when ALL cells are subjected to drug treatment.

## Results

### Mitotically inactivated stromal cells upregulate expression of a cluster of loci on chromosome 9 when exposed to drug-treated ALL cells

To provide stromal support to ALL cells without problems associated with the presence of two types of proliferating cells, we standardly mitotically inactivate the stromal MEFs by irradiation. Although these cells no longer divide, they are able to provide support to the ALL cells under steady-state growth conditions and also when the ALL cells are challenged by therapeutic drug treatment.

The murine ALL cells used here express the Bcr/Abl oncogene and are sensitive to the Abl tyrosine kinase inhibitor nilotinib. Previous experiments using different concentrations of nilotinib showed that 16 nM of this drug eradicates large numbers of 8093 ALL cells, but allows cells to grow out that have become tolerant to this concentration of drug [3].

When these ALL cells are co-cultured with protective stromal cells, they adhere loosely to the top of this layer and migrate underneath it. To be able to isolate a pure population of protective MEFs, we therefore separated the ALL cells from the irradiated MEFs using Transwell membranes. 

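The arrays measured RNA of the stromal layer: mouse embryonic fibroblasts (MEFs), connective tissue cells that had been irradiated and no longer divided. The ALL cells are murine precursor B lymphoblasts that carry the Bcr/Abl oncogene, and they grew on the other side of a membrane. Nilotinib is an inhibitor of the Abl kinase and was given at 16 nM, and DMSO is its solvent. Values of 10 arrays were analysed here, 3 of MEFs + DMSO, 3 of MEFs + nilotinib, 3 of MEFs + ALL + nilotinib and 1 of MEFs + ALL + DMSO. The methods describe the triplicates as separate dishes plated from MEFs, so p-values here measure the spread between dishes. Each array is a Mouse Gene 1.0 ST array, whose probesets read transcripts along their length, and the values are the log2 of the RMA-normalized signals that the authors deposited. Their processing notes name Partek. The table holds 35557 probesets, of which 21789 pair with 1 gene symbol. Array medians ran from 6.94 to 7.01 on the log2 scale, and correlations across probesets between arrays from 0.975 to 0.995. On the leading principal component, which held 30.8% of the variance, the MEFs + ALL + DMSO array had a score of 66.9 and the others scores between -22.6 and 9.13. On the next, with 18.9% of the variance, replicate 2 of MEFs + ALL + nilotinib had a score of 50.0 and the others scores between -17.0 and 13.1. Groups were compared with limma on all 10 arrays, with a spread shared by the 4 groups, and p-values were adjusted over all probesets by Benjamini-Hochberg. A probeset is called higher or lower where its adjusted p is under 0.05. The lone MEFs + ALL + DMSO array is assumed to vary like the other groups. Sets of genes were tested with camera over 23 lists, and these lists, the comparisons, the tests and the rule for the genes named were set before the data were examined. The number of arrays limits the precision of every comparison.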

Microarray analysis was performed on RNA isolated from MEFs exposed to DMSO, to nilotinib, and to nilotinib plus ALL cells at the end of the treatment on day 9 when the ALL cells had recovered (Figure 1A, B). 

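No gene was found to rise or fall in MEFs that were given nilotinib without ALL cells. The kinases that nilotinib inhibits besides Abl1 include the growth factor receptors Kit and Pdgfra, the macrophage growth factor receptor Csf1r and the collagen receptor Ddr1, and none of their genes passed the test. Trdn, the gene of the muscle calcium-release protein triadin, and Tsen15, which encodes a subunit of the tRNA splicing endonuclease, stood highest among genes whose arrays did not overlap. Exoc3, a gene of the exocyst that tethers secretory vesicles, stood among the lowest, with the small nucleolar RNA gene Snord49b. Limma called 0 of 35557 probesets between MEFs + nilotinib and MEFs + DMSO, and the smallest adjusted p was 0.237. Limma with trend and robust and limma with array weights also called 0, while 3985 probesets had an unadjusted p under 0.05, where chance alone gives 1778. Groups did not overlap for 7337 probesets or 20.6%, where chance gives 10%. Without replicate 1 of MEFs + nilotinib, 57 probesets passed, 19 higher and 38 lower. The log2 difference of Trdn was 1.27 (SE 0.26, n = 3 arrays per group, adjusted p = 0.338 from limma), and 3 of 3 nilotinib arrays lay above all DMSO arrays. Its probeset is dim, with a mean log2 signal of 3.22 in MEFs + DMSO where the lowest value on the arrays was 2.09. Tsen15 differed by 0.93 and the predicted gene Gm10874, of no known function, by 0.86, while 1700031F05Rik differed by -0.76, Snord49b by -0.71 and Exoc3 by -0.69, with adjusted p from 0.338 to 0.371. Of the 8 genes for kinases that nilotinib inhibits, limma called 0 over all probesets, 0 adjusted over the list alone and 1 at an unadjusted p under 0.05. Their median log2 difference was -0.04 (camera adjusted p = 0.327), with Pdgfra at -0.22, Csf1r at -0.17 and Ddr1 at -0.16. Olfactory and vomeronasal receptor genes, which are silent outside sensory neurons, were the only list that camera called here, and it fell. The median of its 1194 genes was -0.06 (camera adjusted p = 4.26e-06), limma called 0 of them over all probesets and 0 adjusted over the list alone, and 82 had an unadjusted p under 0.05. This list had an adjusted p = 0.953 with an estimated correlation. Fry called the list of myofibroblast and TGF-beta genes as higher (adjusted p = 0.0212), with a median of 0.07. Camera did not call that list (adjusted p = 0.327, and adjusted p = 0.953 with an estimated correlation). Limma called 0 of its 14 genes, 0 adjusted over the list alone and 4 at an unadjusted p under 0.05. By the ratio of mean anti-logged signals, 44 probesets were more than 2-fold higher and 33 more than 2-fold lower, and after centring each array on its median these were 52 and 25. Of these 77 probesets, 64 have IDs below the range that the annotation covers. Without replicate 1 of MEFs + nilotinib, 157 probesets of any ID were more than 2-fold higher or lower, against the 77 with all arrays. Of the 157, 65 were higher and 92 lower. Without replicate 2 of MEFs + nilotinib 32 were higher and 34 lower, and without its replicate 3 these were 82 and 26. The balance of higher and lower probesets therefore depended on single arrays.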

As expected, there were minimal differences in the transcriptomes between MEFs treated with DMSO and nilotinib since this drug is a specific inhibitor of the deregulated Bcr/Abl tyrosine kinase oncogene in the lymphoblasts. 

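Penk encodes the opioid precursor proenkephalin, Cxcl5 and Ppbp encode chemokines that draw neutrophils, and Serping1 encodes the inhibitor of complement C1, and all of these rose in MEFs exposed to nilotinib-treated ALL cells. Genes that fell include Eln, the gene of elastin, Col10a1, a collagen of cartilage, and Chac1, a glutathione-degrading enzyme that ATF4 induces. Penk rose by 1.12 on the log2 scale over MEFs + DMSO (SE 0.07, n = 3 arrays per group, adjusted p = 0.00524 from limma). Serping1 rose by 1.13 (SE 0.14, adjusted p = 0.0192), Ppbp by 1.05 (SE 0.15, adjusted p = 0.0308) and Cxcl5 by 0.94 (SE 0.08, adjusted p = 0.00576). Rises were also called for Clca3a2, a chloride channel accessory gene (1.14), Folh1, a glutamate carboxypeptidase gene (1.11), AW551984 (1.00), Nipal1 of a magnesium transporter family (0.95) and Medag, which promotes fat cell formation (0.93). S100a4, a calcium-binding protein gene of fibroblasts, rose by 0.93, the lactate exporter gene Slc16a3 by 0.92, Des of the muscle filament desmin by 0.90, Nsg1 of neuronal vesicles by 0.86 and the elongin-like gene Elobl by 0.85. Plac8, a gene of placenta and blood cells, rose by 0.94. With the drug held the same, Plac8 differed by 0.64 with ALL cells under nilotinib, without passing, and stood 3.01 higher under DMSO in the lone array that carries leukocyte transcripts (interaction adjusted p = 4.79e-04 from limma). The estrogen sulfotransferase gene Sult1e1 fell by 0.95, Chac1 fell by 0.89 (SE 0.06, adjusted p = 0.00524), the lectin gene Chodl fell by 0.82 and Eln fell by 0.79. Trib3, a pseudokinase gene that ATF4 also induces, fell by 0.68, Col10a1 fell by 0.61, the protease-like gene Prss35 fell by 0.61, the matrix gene Hmcn1 fell by 0.57, the metalloproteinase gene Adamts12 fell by 0.54 and Nrep, a gene of regenerating neurons, fell by 0.52. Over MEFs + nilotinib, 13 of these 25 genes also passed, and 12 did not, which are Clca3a2, Folh1, Nipal1, Plac8, Medag, S100a4, Des, Elobl, Eln, Hmcn1, Adamts12 and Nrep. In the lone MEFs + ALL + DMSO array, each of the 25 differed from MEFs + DMSO in the same direction. There some changed more, such as Penk (1.60) and Col10a1 (-1.60), and others less, such as Ppbp (0.85) and Elobl (0.26). Their direction therefore does not set nilotinib-treated ALL cells apart from DMSO-treated ones, although that array also carries leukocyte transcripts. In each of the 25, 3 of 3 MEFs + ALL + nilotinib arrays lay on the same side of all MEFs + DMSO arrays, and the adjusted p was 0.0490 at most. Limma called 223 of the 35557 probesets, 179 higher and 44 lower, and through probesets with 1 symbol these stand for 150 genes that rose and 23 that fell. The count was 12 with only these groups in the fit and 1263 with array weights. At an unadjusted p under 0.05 there were 5770 probesets where chance gives 1778, and 24.7% of probesets did not overlap between the groups where chance gives 10%. Every count with 1 array left out was smaller, at 29, 14 and 8 probesets without replicates 1, 2 and 3 of MEFs + DMSO, and at 22, 99 and 31 without replicates 1, 2 and 3 of MEFs + ALL + nilotinib. Penk, AW551984, Cxcl5 and Chac1 passed in all 6 of those fits, and the other 21 named genes lost the call in at least 1 of them, with 9, 4 and 4 of the 25 passing without MEFs + DMSO replicates 1, 2 and 3 and 6, 18 and 8 without MEFs + ALL + nilotinib replicates 1, 2 and 3.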

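As groups, the genes of low-oxygen metabolism, cell division, cholesterol synthesis, inflammatory secretion and lymphoid support were shifted up in MEFs exposed to nilotinib-treated ALL cells relative to MEFs + DMSO. Targets of the tumor suppressor p53 and of the stress factor ATF4 were shifted down. The shifts were small for most members, and each call comes from camera with a preset correlation of 0.01 between genes. Of 23 lists, 8 passed, 5 up and 3 down, of which the third down was that of B cell markers, and with a correlation estimated from the data 0 passed. Fry called 8 lists, with the myofibroblast list in place of the B cell markers. The low-oxygen list had a median log2 change of 0.23 over 20 genes (camera adjusted p = 1.92e-07, and adjusted p = 0.160 with an estimated correlation). Limma called 0 of these 20 over all probesets, 13 had an unadjusted p under 0.05, and 10 were higher when adjusted over the list alone. Bnip3, which directs mitochondria to autophagy, differed by 0.78, the pyruvate dehydrogenase kinase gene Pdk1 by 0.62, the oxygen sensor gene Egln3 by 0.59 and the vasodilator gene Adm by 0.45, and none of these 4 passed on its own. Of 27 cell cycle genes, the replication helicase gene Mcm2 rose by 0.43 over all probesets, 5 were higher when adjusted over the list alone, and the median was 0.16 (camera adjusted p = 5.96e-05, and adjusted p = 0.160 with an estimated correlation). The mitotic kinesin gene Kif11 and the helicase gene Mcm4 differed by 0.45 and 0.44 without passing. Cholesterol synthesis genes numbered 15, with 0 called by limma over all probesets, 6 higher when adjusted over the list alone, 6 at an unadjusted p under 0.05 and a median of 0.16 (camera adjusted p = 0.00121, and adjusted p = 0.160 with an estimated correlation). The gene Insig1, whose product holds back the sterol sensor, differed by 0.33, the desaturase gene Sc5d by -0.32, and the demethylase gene Cyp51 and the sterol carrier gene Stard4 by 0.28 each. Among 21 secreted inflammatory factors, Cxcl5 alone passed over all probesets, 5 were higher and 1 lower when adjusted over the list alone, and the median was 0.17 (camera adjusted p = 0.00110, and adjusted p = 0.160 with an estimated correlation). The interleukin gene Il6 differed by 1.01 (limma adjusted p = 0.0663), the monocyte chemokine gene Ccl2 by 0.43 and the matrix protease gene Mmp3 by 0.41. For stromal support of B lymphoid cells, the macrophage growth factor gene Csf1 rose by 0.36, Fgf7 of a fibroblast growth factor rose by 0.54 and the Notch ligand gene Jag1 fell by 0.44, while Tslp, a lymphopoietin gene, differed by 0.84 and the chemokine gene Cxcl12 by 0.04 without passing. Of these 18 genes, 7 were higher and 1 lower when adjusted over the list alone, and the median was 0.15 (camera adjusted p = 0.0215, and adjusted p = 0.383 with an estimated correlation). That call was lost without MEFs + DMSO replicate 3 (0.0605), without replicates 1 and 3 of MEFs + ALL + nilotinib (0.0935 and 0.0902) and after quantile normalization (0.0513), and adjusted p-values over its alternatives ran from 0.00147 to 0.383. With the drug held the same, over MEFs + nilotinib, the stromal support list did not pass (camera adjusted p = 0.0712). The 16 p53 targets had a median of -0.17 (camera adjusted p = 1.42e-05, and adjusted p = 0.20 with an estimated correlation), with 0 called by limma, 8 at an unadjusted p under 0.05 and 5 lower when adjusted over the list alone. The stress sensor gene Sesn2 differed by -0.57, the death receptor gene Fas by -0.40 (its limma adjusted p was 0.144) and Mdm2, whose product degrades p53, by -0.35. Of 18 genes of the unfolded protein and ATF4 response, Chac1 and Trib3 passed, 3 were lower when adjusted over the list alone, Vldlr of a lipoprotein receptor differed by -0.41, and the median was -0.10 (camera adjusted p = 1.42e-04, and adjusted p = 0.160 with an estimated correlation). Lists that camera did not call include the type I interferon response, where Ifit3 and Ifit1, induced antiviral genes, differed by 0.47 and 0.43 (24 genes, median 0.11, camera adjusted p = 0.354). The NRF2 oxidative stress list had a median of 0.03 over 13 genes (0.238), with the metallothionein gene Mt2 at 0.32, and it passed only without MEFs + ALL + nilotinib replicate 2 (0.0389, in a range from 0.0389 to 0.668). Heat shock genes had a median of -0.04 over 13 genes (0.545), with 2 higher when adjusted over the list alone and the small chaperone gene Hspb1 at 0.28. Limma called 0 genes of these interferon, NRF2 and heat shock lists over all probesets, and 5, 5 and 3 had an unadjusted p under 0.05. Of 19 extracellular matrix genes, Col6a2 of a collagen rose by 0.53 and Eln fell, 4 were higher and 3 lower when adjusted over the list alone, and the median was -0.05 (0.520). The myofibroblast and TGF-beta list had a median of 0.05 over 14 genes, with 5 higher and 1 lower when adjusted over the list alone, and it passed with fry (adjusted p = 0.00580, in a range from 0.00580 to 0.738) and not with camera (0.434), while over MEFs + nilotinib fry gave an adjusted p of 0.596. Its inhibitory gene Smad7 differed by -0.30 and its contractile gene Cnn1 by 0.29. The 8 genes for kinases that nilotinib inhibits had a median of 0.02 (0.806), with 1 at an unadjusted p under 0.05. The 1194 olfactory and vomeronasal receptor genes had a median of -0.02 (0.162), with 1 higher and 1 lower over all probesets and 0 when adjusted over the list alone. They passed, lower, without the dimmest probesets (1.70e-04), with limma's array weights (0.00423), without MEFs + DMSO replicate 1 (0.0194) and without MEFs + ALL + nilotinib replicate 2 (4.49e-04), in a range from 1.70e-04 to 0.923.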

Compared to DMSO-treated MEFs, only 59 probesets reported larger than 2-fold increased expression in MEFs exposed to nilotinib-treated ALL cells. Of these, only 13 reported values that exceeded a 3-fold upregulation.

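The largest fold in MEFs exposed to nilotinib-treated ALL cells was that of 4930433N12Rik, a noncoding RNA gene, at 13.5. Probesets of the loci Gm10718 and Gm10716 followed, and by log2 change Gm10718 stood first (3.70 against 3.66). Replicate 1 of MEFs + ALL + nilotinib had a log2 signal of 10.7 for 4930433N12Rik, against 9.35 and 9.46 in the other replicates. The order of these folds is therefore not firm. Probesets of Gm10715, Gm10716, Gm10718 and Gm10800, loci that the paper groups as cassini-like, and of 4930433N12Rik were among those above 3-fold over MEFs + DMSO. None of the genes with a symbol of their own in the annotation exceeded 3-fold. Above 2-fold were Clca3a2 and Clca3a1 of the chloride channel accessory family, Folh1, Penk, Serping1, Ppbp, the cytokine genes Il6 and Cxcl15, and the muscle gene Trdn, whose dim probeset also exceeded 2-fold with nilotinib and no ALL cells. A fold here is the ratio of the mean anti-logged signals of the groups, as the methods describe averages that were then log transformed. By that ratio 68 probesets were more than 2-fold higher, and 19 of them also passed limma's test. Probesets with IDs below the annotated range, which are unnamed here, made up 41 of the 68. The 9 genes with a symbol had folds of 2.23 for Clca3a2, 2.19 for Clca3a1, 2.17 for Folh1, Penk and Serping1, 2.1 for Ppbp, 2.05 for Il6, 2.03 for Cxcl15 and 2.03 for Trdn. Of these, Clca3a1 (adjusted p = 0.0579), Cxcl15 (adjusted p = 0.0702), Trdn (adjusted p = 0.131) and Il6 did not pass limma's test. More than 3-fold higher were 14 probesets, 8 of them at the cassini-like loci, 1 at 4930433N12Rik, 3 with IDs below the annotated range, and the others unnamed here or shared by several genes. All 9 that passed the test belong to the cassini-like loci and 4930433N12Rik. The ratio was below 0.5 for 39 probesets, of which 33 have IDs below the annotated range and 3 passed the test. The count of larger rises depended on single arrays, with 103 probesets more than 2-fold higher without MEFs + DMSO replicate 1, and with 81 and 90 more than 2-fold lower without replicates 1 and 3 of MEFs + ALL + nilotinib.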

**Figure 1:**
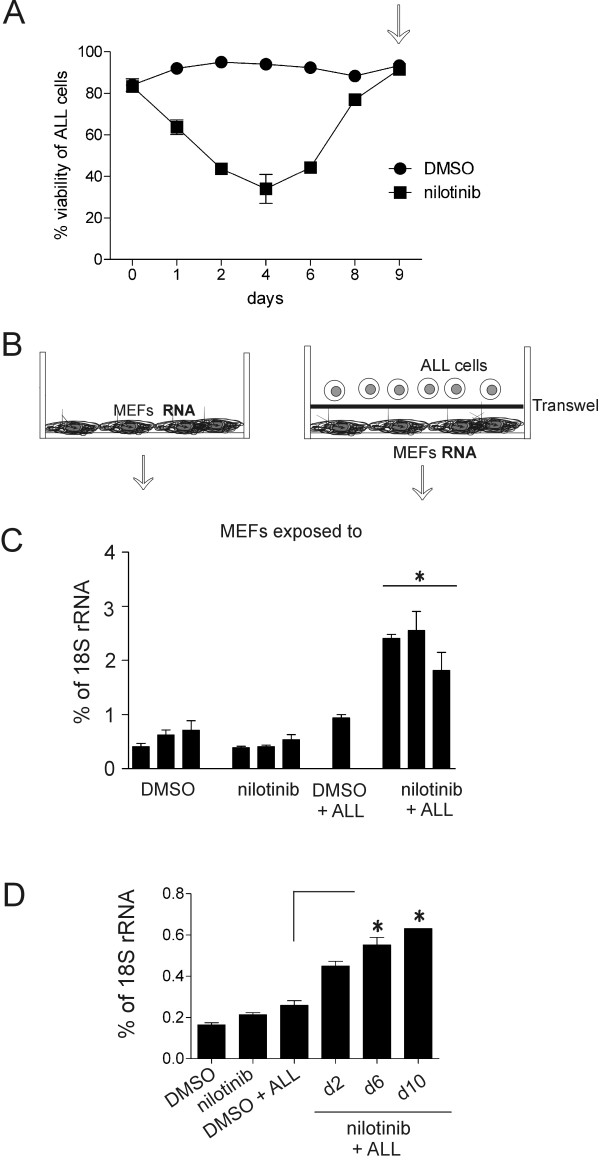
***Cassini *expression in MEFs in response to DMSO, nilotinib, or 8093 resistance to nilotinib.** (**A**) Viability of 8093 ALL cells over the course of a 9-day drug treatment with 16 nM nilotinib. MEFs were physically separated from the ALL cells by a Transwell. At day 9 (arrow), RNA was isolated from MEFs for gene expression profiling. Viability is expressed as total number of viable cells/total cell number. (**B**) Schematic indicating treatment of MEFs isolated for gene expression profiling. Left, irradiated MEFs were treated with DMSO or 16 nM nilotinib for 9 days. Right, irradiated MEFs were separated from 8093 ALL cells by a Transwell membrane. The co-cultures were treated with DMSO or 16 nM nilotinib for 9 days. (**C**) Confirmation of *cassini* expression using real-time RT/PCR on RNA isolated from MEFs. M, MEFs; D, DMSO; n, nilotinib (n = 3). Individual values for biological triplicates of samples M + D, M + n and M + ALL + n are indicated. Values are represented as mean ± SD of duplicate real-time RT/PCR. *p < 0.05 nil + ALL *versus* DMSO + ALL. (**D**) *Cassini* expression in MEFs treated with DMSO or 16 nM nilotinib, alone, or separated from overlying ALL cells by a Transwell membrane on the indicated days of drug treatment with 16 nM nilotinib or with DMSO (n = 1). *p < 0.05 d6 and d10 MEFs exposed to ALL/DMSO compared to MEFs exposed to ALL/nilotinib.

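Gm10715, Gm10716, Gm10718 and Gm10800 are predicted loci of a repeated family, so a probeset may read more copies than the locus it is named for. Signals of every probeset that the paper assigns to these loci rose in MEFs exposed to nilotinib-treated ALL cells. The pairing of probeset and locus is that of Figure S1, and the study chose these probesets on the arrays analysed here, so their changes are not independent evidence. For Gm10718, probeset 10582896 rose by 3.70 on the log2 scale over MEFs + DMSO (SE 0.37, n = 3 arrays per group, adjusted p = 0.0109 from limma), which was the largest log2 rise on the arrays. Its probeset 10582884 rose by 3.47 (SE 0.27, adjusted p = 0.00576), and is dim, with a mean log2 signal of 4.18 in MEFs + DMSO. Probesets of Gm10716 rose by 3.58 (10582890), 3.36 (10582882) and 3.22 (10582888). At Gm10715, probeset 10582899 rose by 2.83 and probeset 10582918 by 1.85. Probeset 10485357 of Gm10800 rose by 2.59 (SE 0.40, adjusted p = 0.0371), the highest adjusted p of the 8. In all 8 probesets, 3 of 3 MEFs + ALL + nilotinib arrays lay above all MEFs + DMSO arrays. Over all probesets 8 of 8 passed, as did 8 of 8 adjusted over the list alone. With 1 array left out in turn, 3 probesets (10582884, 10582882 and 10582899) passed in all 6 fits and the others lost the call in at least 1. In number, 6, 3 and 3 of the 8 passed without MEFs + DMSO replicates 1, 2 and 3, and 6 passed without any 1 of the MEFs + ALL + nilotinib replicates.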

Among those sets with highly increased expression, an interesting profile was reported by 8 probesets representing three genes located on chromosome 9 band A1 and one on chromosome 2 in band E1 (Additional file 1: Figure S1A, B). 

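The mean of the 8 probesets at Gm10715, Gm10716, Gm10718 and Gm10800 separated MEFs exposed to nilotinib-treated ALL cells from MEFs + DMSO by more than the spread within either group. Nilotinib without ALL cells gave no such rise. Genes that keep satellite repeats silent, such as the DNA methyltransferase genes Dnmt1 and Dnmt3a, did not pass as a group between those groups, and among them only Dnmt3a passed, as a fall. The transcription factor genes Ikzf1, Gfi1b and Yy1, which the paper discusses as binding satellite DNA, did not pass the test between them either. The paper speculates about these factors for hematopoietic cell types, and their RNA levels in MEFs do not test that. Averaged over the 8 probesets, the log2 signal was 9.82 ± 0.42 (SD, n = 3) in MEFs + ALL + nilotinib and 6.74 ± 0.36 (SD, n = 3) in MEFs + DMSO. The difference of 3.07 had p = 0.1 in a two-sided exact permutation test, the smallest p that 3 arrays against 3 allow. It ranged from 2.83 to 3.27 when any 1 array was left out. As ratios of mean anti-logged signals, the lowest was 3.70-fold, at the dim probeset 10582918 of Gm10715 (mean log2 signal 4.30 in MEFs + DMSO). The highest was 13.1-fold, at probeset 10582896 of Gm10718. Probeset 10582884 of Gm10718, at 11.6-fold, was dimmer than 10582918 (mean log2 signal 4.18 in MEFs + DMSO). MEFs + nilotinib had a mean of 6.12 ± 0.44 (SD, n = 3), a difference of -0.62 from MEFs + DMSO (exact permutation p = 0.2), and this difference ran from -0.83 without replicate 1 of MEFs + nilotinib to -0.39 without its replicate 3. Limma called 0 of the 8 between these groups and 0 adjusted over the list alone, with 2 of 8 at an unadjusted p under 0.05 and adjusted p from 0.393 to 0.725. The lone MEFs + ALL + DMSO array had a mean of 8.96, between the other groups, and it also carried leukocyte transcripts. Its mean lay 2.22 above MEFs + DMSO, with 7 of the 8 probesets past limma's test and 8 when adjusted over the list alone. MEFs + ALL + nilotinib stood 0.85 above that array, with 1.33-fold to 2.14-fold ratios, 0 of 8 past limma's test (adjusted p from 0.0927 to 0.742), 1 adjusted over the list alone and 3 at an unadjusted p under 0.05. Whether the change with ALL cells differs between nilotinib and DMSO was tested as an interaction, which limma called in 0 of the 8 (adjusted p from 0.0979 to 0.271, and 6 at an unadjusted p under 0.05). Of 19 regulators of pericentromeric heterochromatin, Dnmt3a fell by 0.50 over MEFs + DMSO (adjusted p = 0.0210), Dnmt1 differed by 0.39 without passing, and 1 was higher and 1 lower when adjusted over the list alone. Their median was -0.03 (camera adjusted p = 0.545), whereas in the lone MEFs + ALL + DMSO array limma called Ikzf1 as higher and camera called the list as higher, a call that did not hold (adjusted p = 0.0879 with an estimated correlation). In MEFs + ALL + nilotinib over MEFs + DMSO, Ikzf1 differed by -0.03, Gfi1b by -0.03 and Yy1 by -0.21.

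**Figure D1:**
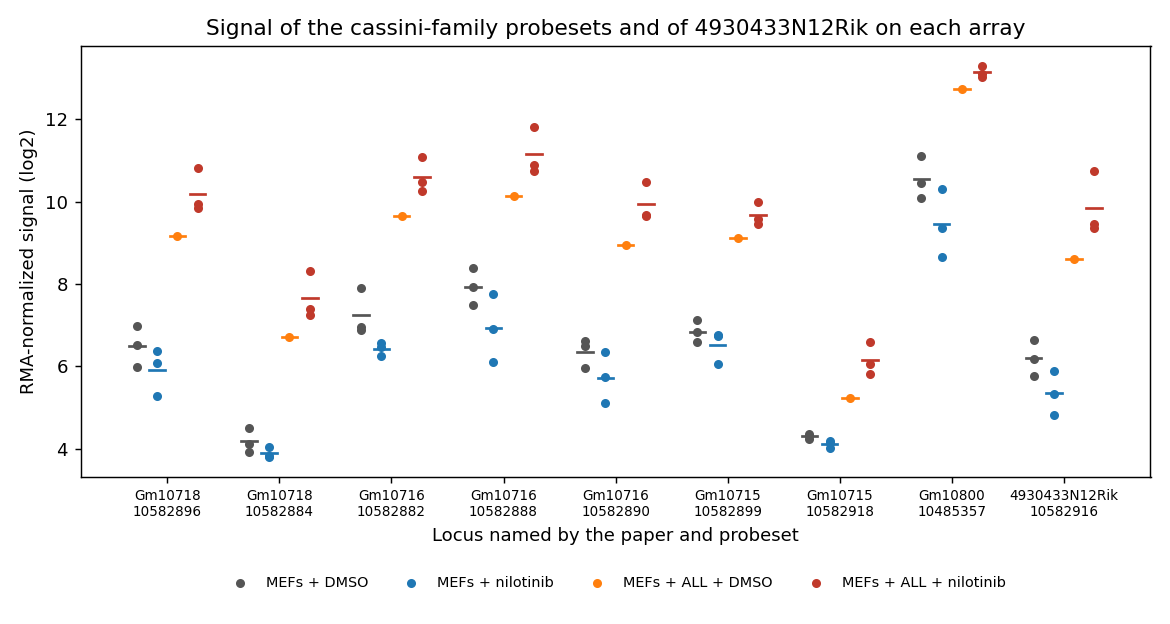
Log2 signal of 9 probesets, 8 at the cassini-like loci and 1 at 4930433N12Rik, in the 4 groups; each point is an array and each line a group mean. In every panel the 3 MEFs + ALL + nilotinib arrays lie above the 3 MEFs + DMSO arrays.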

Expression was increased 3-10-fold in MEFs that were in contact with nilotinib-treated ALL cells (Additional file 1: Figure S1A). These probe sets are not present on previous murine Affymetrix gene expression arrays.

### Chromosome 9 cluster contains members of an evolutionarily conserved family of sequences

The annotation provided for one of the probesets, Gm10718 (Additional file 1: Figure S1B), indicates that its deduced amino acid sequence is similar to that of the hypothetical Plasmodium protein XP_675578. This region on mouse chromosome 9 contained 11 other loci with significant homology to the original 3 located on chromosome 9. Alignment of the deduced amino acid sequences from computer-generated transcripts of these loci revealed a family of highly related sequences (Additional file 2: Figure S2).

Further database analysis showed the existence of numerous physical homologous cDNAs (conceptual translation of nine distinct cDNAs, see Additional file 3: Figure S3), which are distinct from the cluster of sequences on the chromosome 9 locus. We conclude that the mouse genome must contain a large family of homologous but distinct genes of which at least nine are transcribed into RNA.

Homologous sequences were present on every mouse chromosome with 2753 mouse blast hits on 7_04_2011 in Refseq_genomic, many in the wgs and in the EST database (for example in murine HSC, Cd11c + dendritic cells, unfertilized eggs, mesenchymal stem cells, osteoblasts, lacrimal gland). Moreover, these sequences are highly conserved in evolution. The malaria parasite *Plasmodium* also contains numerous sequences, in addition to the one represented by XP_675578, with a high degree of similarity to this family. In the non-human, non-mouse ESTs database, sequences from *Danio rerio*, *Pythium ultimum* and *Amphioxus Branchiostoma* were found. Also, *Culex quinquefasciatus* contains a conserved hypothetical protein with high homology (ED538491.1; http://www.ebi.ac.uk/ena/). Human ESTs include for example AX647823, AW262283, AW262311, AW262398, BI764521 and BG272890. Similar sequences were also detected in other species, such as the lancelet *Amphioxus Branchiostoma*, a primitive “living fossil” vertebrate, in the est_others database.

### *Cassini* expression is high in hematopoietic cell types and is upregulated by bacterial endotoxin *in vitro* and *in vivo*

Because we could not verify the existence of cDNAs that matched the exact sequence of any members of the chromosome 9 cluster, we obtained a cDNA, AK089719, of which the deduced amino acid sequence was most homologous to the *Plasmodium* XP_675578 product (Additional file 3: Figure S3 and Additional file 4: Figure S4) to further investigate this family of genes. We named this specific gene product *cassini*. The cDNA was generated from RNA isolated from a murine activated spleen cDNA library. Primers for RT/PCR (indicated in the cDNA sequence in Additional file 4: Figure S4A) amplified a single product of the expected size (Figure 2A). We next subcloned the cDNA insert into an EGFP-expression vector, transfected this into MEFs and confirmed that the primer pair detected *cassini* RNA using real-time RT/PCR. As shown in Figure 2B, we detected high levels of the transcript in MEFs transfected with the cDNA compared to non-transfected cells or control cells transfected with EGFP. Dissociation curves of the product generated with this primer pair in real-time RT/PCR also support the amplification of a single product (Figure 2C, D).

**Figure 2:**
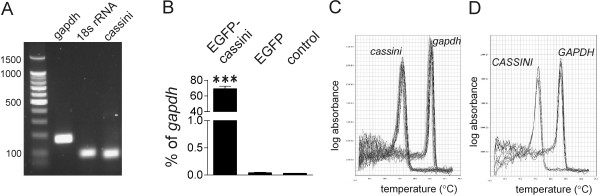
**Primer integrity and specificity analysis.** (**A**) 2% agarose gel electrophoresis of control 8093 RT/PCR products using *gapdh*, *18 s rRNA*, and *cassini* shows a single band for each target gene. (**B**) Real time RT/PCR on RNA isolated from non-transfected MEFs (control), MEFs transfected with an EGFP-*cassini* construct or with empty EGFP-C1 plasmid. Values (mean ± SD of triplicate real-time PCR) are expressed as percent of *gapdh*. (**C, D**) Derivative dissociation curves from real-time RT/PCR on mouse (**C**) and human (**D**) RNA confirm single product amplification. The *cassini* amplicon shows a single peak for both murine and human RNA with a T_m_ of ~76°C. *Gapdh* primers peak at T_m_ ~85.5°C. ***p < 0.001 EGFP-*cassini* compared to EGFP-C1 and control.

Since AK089719 was isolated from hematopoietic tissue that had been activated, we first investigated *cassini* expression in mice exposed to bacterial endotoxin. As shown in Figure 3A, the highest levels of *cassini* RNA were present in the spleen and in the thymus of control mice. *E. coli* endotoxin treatment of the mice further induced the transcription of this locus 10-fold both in the thymus and spleen (Figure 3B). Transcription was also increased in isolated splenocytes stimulated *ex vivo* with LPS (Figure 3C).

**Figure 3:**
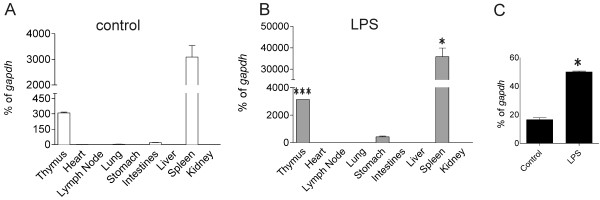
**Real time RT/PCR of whole organ *cassini *expression in control and LPS injected mice.** (**A**, **B**) *Cassini* expression in different murine tissues and 5 hrs after I.P. injection with 15 mg/kg *E. coli* LPS. Expression was verified twice in sets of control and LPS-treated mice (n = 2). Triplicate real-time values are represented as percent of *gapdh*. *p < 0.05 LPS spleen compared to control spleen. ***p < 0.001 LPS thymus compared to control thymus. (**C**) Real time RT/PCR on RNA from control and LPS (1 μg/mL) treated splenocytes isolated from a control mouse (n = 1).

### Acute lymphoblastic leukemia cells increase *cassini* transcript levels when exposed to therapeutic drugs

We next examined expression of *cassini* RNA in the MEF samples used for the gene expression profiling. These samples contain only MEF RNA since the fibroblasts were physically separated from the ALL cells by a membrane (Figure 1B). 

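Leukocyte transcripts were not raised as a group in MEFs exposed to nilotinib-treated ALL cells, and were raised in the MEFs + ALL + DMSO array. The markers include Cd79a and Igll1, which encode parts of the B cell and pre-B cell receptors, and Ptprc, which encodes the leukocyte surface protein CD45. Over 34 pro-B and pan-leukocyte markers, medians relative to the mean of MEFs + DMSO were -0.09, 0.00 and -0.10 on the log2 scale in replicates 1, 2 and 3 of MEFs + ALL + nilotinib. They were -0.11, -0.05 and 0.06 in the MEFs + nilotinib arrays, and 2.08 in the MEFs + ALL + DMSO array. In MEFs + ALL + nilotinib over MEFs + DMSO, limma called 0 of the 19 pro-B and B cell genes, 0 adjusted over the list alone and 1 at an unadjusted p under 0.05. Their median of -0.12 passed camera as a fall (adjusted p = 0.0215, and adjusted p = 0.668 with an estimated correlation). The interleukin-7 receptor gene Il7r differed by -0.32, Igll1 by -0.28 and the B cell coactivator gene Pou2af1 by -0.24. That camera call was lost without MEFs + DMSO replicate 3 (0.156), without replicates 1 and 3 of MEFs + ALL + nilotinib (0.105 and 0.136) and after quantile normalization (0.191), with adjusted p over its alternatives from 0.00195 to 0.668. Of 15 pan-leukocyte genes, 1 passed limma's test as higher over all probesets and 1 adjusted over the list alone, and the median was 0.01 (camera adjusted p = 0.874). The 17 macrophage genes had a median of 0.03 (0.644), with the mannose receptor gene Mrc1 at 0.47 and the complement gene C1qb at 0.36, neither past the test over all probesets, and 1 passed adjusted over the list alone. Endothelial genes had a median of -0.08 (11 genes, 0.644), with the junction gene Cldn5 at -0.30. Among 13 skeletal muscle genes Des rose, and the list had a median of -0.07 and a positive mean of 0.01 while camera's direction was down (0.644). Adipocyte genes had a median of -0.08 (10 genes, 0.702), with 2 higher and 1 lower when adjusted over the list alone and the fatty acid transporter gene Cd36 at -0.45. For 8 epithelial genes the median was -0.03 (0.677), with the keratin gene Krt18 at 0.32. The neuronal tubulin gene Tubb3 rose by 0.35 (adjusted p = 0.0465), and the median of its 9 neural genes was -0.07 (0.434). Limma called 0 genes of the macrophage, endothelial, adipocyte and epithelial lists over all probesets, and 2, 1, 4 and 2 had an unadjusted p under 0.05.

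**Figure D2:**
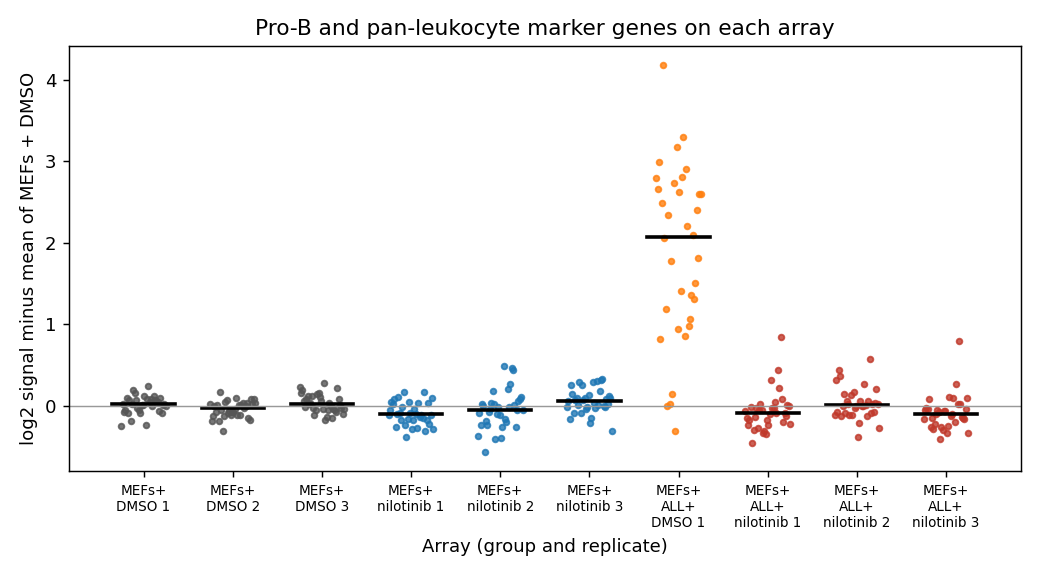
Log2 difference of 34 pro-B and pan-leukocyte markers from the mean of the MEFs + DMSO arrays, for each of the 10 arrays; each point is a gene and each black bar a median. The median is 2.08 in the MEFs + ALL + DMSO array and between -0.11 and 0.06 in the others.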

We found that nilotinib treatment of MEFs had little effect on *cassini* expression, whereas the presence of ALL cells treated with nilotinib induced a 2-fold increase (Figure 1C). To confirm that the presence of nilotinib-treated ALL cells specifically induced *cassini* in the MEFs, we isolated MEF samples on d2, d6 and d10 of nilotinib treatment. As shown in Figure 1D, there was a significant increase in expression of *cassini* in MEFs exposed to drug-treated leukemia cells compared to MEFs kept in the presence of DMSO-treated ALL cells.

To examine if ALL cells express *cassini* and whether or not drug treatment affects this, we isolated RNA from ALL cells treated with 16 nM nilotinib over the course of 10 days. After an initial drop in viability, this typically results in increased viability of the culture and emergence of ALL cells that are able to proliferate at that concentration of drug (Figure 4A, B). Figure 4C shows that levels of *cassini* were comparable to the 0 hr control at time points when viability of the ALL cells was still high. However, decreased viability correlated with induction of *cassini,* of which expression increased 5-15 fold. The peak of expression on day 4 correlated with the period of low viability before the culture started to recover. This suggests that *cassini* expression is related to a stress response of the ALL cells.

**Figure 4:**
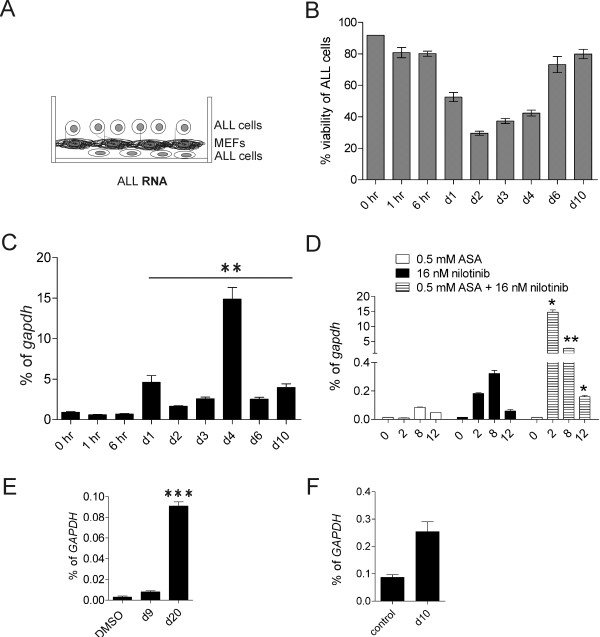
**Real time RT/PCR expression of *cassini *in pro-B ALL cells treated with therapeutic drugs in the presence of direct stromal support.** (**A**) Schematic representing the nature of a co-culture system in which ALL cells and stromal cells are in direct contact with one another. Due to partial infiltration of ALL cells underneath the stromal layer, only ALL cells in the supernatant were harvested for RNA isolation and gene expression purposes. (**B**) Viability of murine 8093 ALL cells over the course of drug treatment in the presence of MEFs. (**C**) Real time RT/PCR analysis of *cassini* expression in 8093 ALL cells at indicated time points during drug treatment (n = 3). **p < 0.01 d1-d10 compared to 0 hr. (**D**) 8093 cells treated with ASA, nilotinib or nilotinib + ASA (n = 2). ASA + nilotinib on d2, d8 and d12 *versus* nilotinib on d2, d8 and d12 *p < 0.05, **p < 0.01 and *p < 0.05, respectively. (**E, F**) Expression of *CASSINI* in human ALL cells in direct co-culture with irradiated OP9 stromal cells (n = 1 each) and treated with (**E**) 2.5 nM vincristine over the course of 20 days, with US7 cells harvested at indicated time points, day 9 and day 20 or (**F**) TXL2R cells cultured for 24 days without nilotinib (control), or cultured for 14 days without nilotinib, then treated with 500 nM nilotinib for 10 days. Values are represented as mean ± SD of duplicate real-time RT/PCR. ***p < 0.001 US7 d20 vincristine compared to DMSO; p = 0.06 (ns) TXLR control compared to TXLR2 d10 nilotinib.

The combined treatment of the ALL cells with nilotinib and aspirin delays the emergence of drug-resistance (manuscript in preparation). To investigate the effect of this treatment on *cassini* expression, we treated mouse ALL cells co-cultured with irradiated MEFs with acetylsalicylic acid (ASA, aspirin), with nilotinib, and a combination of the two. As shown in Figure 4D, aspirin alone induced a modest upregulation of *cassini*. Interestingly, the dual treatment with nilotinib and aspirin caused a very high increase in *cassini* transcripts.

We additionally investigated if the mouse *cassini* primer pair would amplify a product in human RNA. Real-time RT/PCR on RNA isolated from control and vincristine-treated human ALL cells (Figure 4E) showed that human *CASSINI* RNA was present in these cells and that its expression was further increased by cytotoxic drug treatment. We also detected *CASSINI* RNA in TXL2R cells that had been made tolerant to 500 nM nilotinib (unpublished). Culture of these cells without drug for 14 days, followed by *de novo* treatment with nilotinib also induced a low increase in expression (Figure 4F). These results further confirm that *cassini* is evolutionarily conserved.

### Induction of *cassini* by specific stress

To further investigate if *cassini* upregulation in ALL cells correlates with cellular stress, we subjected 8093 pro-B leukemia cells to different types of treatments including temperature change, hypertonic and hypotonic stress, superoxide (H_2_O_2_) treatment and γ-irradiation. Hypertonic shock did not affect levels of *cassini*, and hypotonic treatment similarly had little effect (Figure 5A, B). Short-term radiation induced a non-significant increase (Figure 5C), and exposure to up to 1.5 mM of H_2_O_2_ did not significantly alter its expression (Figure 5E). However, exposure of cells to elevated temperature did induce a significant increase (Figure 5D).

**Figure 5:**
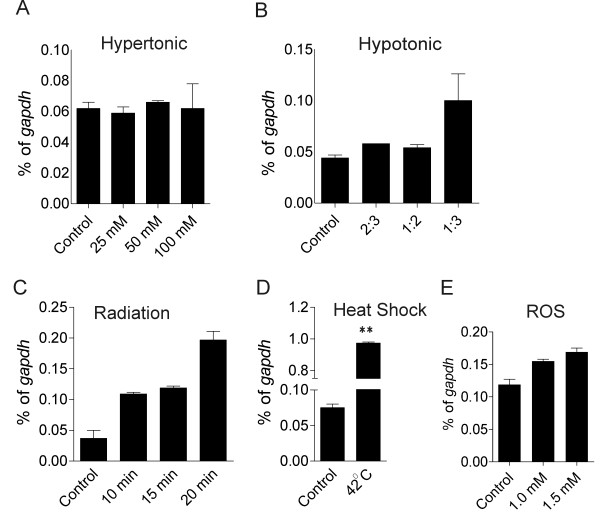
**Real time RT/PCR expression of *cassini *in response to cellular stress.** 8093 ALL cells were treated, as indicated in Methods, with (**A**) hypertonic medium (n = 1); (**B**) hypotonic medium (n = 3); (**C**) radiation (n = 2); (**D**) heat shock (n = 3); and (**E**) H_2_O_2_ (n = 3). Values are represented as mean ± SD of duplicate real-time RT/PCR. **D** **p < 0.01 heat shock versus control. Other comparisons, n.s., p > 0.05.

## Discussion

### Mouse Î³-satellite is not homologous to human Î³-satellite, but human-mouse homologous sequences exist

Overall, absolute levels of *cassini* in cells and tissues that expressed it varied significantly, but were very high as compared to that of the reference gene *gapdh* or 18 s rRNA, and in some samples exceeded those of the housekeeping transcripts. Therefore, it was remarkable that this family had not been characterized. Further database searches revealed that *cassini* and sequences related to it belong to a class of DNA that has been collectively named γ-satellite DNA in the murine genome. Satellite DNA was named as such due to its buoyant density on CsCl gradients, differentiating it from that of the bulk of eukaryotic DNA. This is a consequence of its different overall base pair composition. When we evaluated the first DNA sequence reported for a mouse major satellite DNA from 1981, we found it to be a *cassini*-like sequence [11]. Vissel and Choo [12] coined the term γ-satellite DNA for these sequences to distinguish this mouse satellite DNA from other satellite families, such as the mouse “minor” satellite, the human centromeric N satellite and a new p-satellite family. However, the term γ-satellite, as proposed by Vissel and Choo, remains confusing in that it suggests relatedness between such sequences from different species. Mouse γ-satellites were regarded as non-conserved in evolution, and indeed we found that the sequences described as human γ-satellite DNA repeats bear no sequence homology to the mouse γ-satellite DNA (not shown). In addition, mouse γ-satellite DNA is reported to be pericentromeric, but we were unable to detect any homology between the *cassini*-type sequences and the different human pericentromeric repeats reported in Eymery et al. [13]. We did find numerous human *cassini*-like EST sequences and two non-assigned human genomic clones from chromosome 7 and 18. However, in contrast to mouse, none of these sequences have been assigned to a chromosomal sublocation and therefore it is unknown whether the human *CASSINI* loci are pericentromeric.

### Similar to some classes of human pericentromeric repetitive DNA, *cassini* mouse γ-satellite is transcriptionally regulated

Interestingly, as reviewed in Ugarkovic [14], some of the other satellite DNAs are also highly conserved. To the extent that the conservation of a sequence in evolution, such as that of an exon *versus* an intron, signifies an evolutionary constraint on divergence because of loss of function, this would imply that sequences such as *cassini* have a function. Vourc’h and Biamonti [15] reviewed possible functions of satellite DNA, in particular human pericentromeric satellite DNA, which has been more extensively studied. Although the human pericentromeric satellites show no homology to the mouse γ-satellite DNA, those located in the human 9q12 region show increased expression in HeLa cells that are heat shocked or stressed. Our results show that *cassini* expression is regulated by heat shock suggesting that the human pericentromeric satellites and cassini share inducibility.

### Mouse Î³-satellite could be part of one large transcriptional unit

Vissel and Choo [12] described the basic repeating unit of the mouse γ-satellite DNA to be 234 bp, and the majority of monomers were reported to be organized into largely uninterrupted arrays that vary from a minimum of 240 kb to greater than 2000 kb in length. However, an inspection of the only segment of the mouse genome wherein the organization of the γ-satellite is precisely reported shows that the 234 bp sequences are in fact organized as exons within typical genes. The chromosome 9 cluster contains 12 blocks of these sequences (Additional file 1: Figure S1A), organized in a tandem head-to-tail configuration in the same transcriptional orientation. The 12 blocks each have a possible intron-exon structure, with the γ-satellite sequences interspersed by non-γ-satellite DNA sequences. In fact, the automated DNA analysis software has annotated this region as containing genes.

It is currently unclear whether this area would be transcribed as 12 units or whether some of the units could be spliced together to form a larger transcript. Murine cDNAs corresponding in size to the predicted transcripts of these units are listed in the databases. The only indication that a very large spliced transcript could exist is the fact that the *Plasmodium* genome also contains homologous sequences, organized in a typical exon-intron structure; the largest virtual cDNA that was generated by automated annotation would be composed of 26 exons containing multiple “γ-satellite” units.

### *Cassini* shows some of the features of a typical gene

Whereas in earlier years repetitive DNA, including γ-satellite DNA, was regarded as functionless, in the course of twenty years, views on mouse γ-satellite DNA appear to have evolved [14]. One paper reported detecting a transcript in senescent cardiac muscle [16], and a different study linked mouse γ-satellite transcription to the cell cycle [17] suggesting that some of these sequences may be transcribed.

Our current study, using real time RT/PCR, is the first to extensively analyze and quantify transcription of one such sequence, which we have named after the celestial satellite *cassini*. The primer pair that we selected detects a single product in the databases, and the melting curves obtained from both mouse and human samples indicate the primers amplify a single product. However, we cannot definitively exclude the possibility that we are detecting transcripts from more than one locus because we presume that not all of these sequences are reported in the databases. Nonetheless, individual γ-satellite sequences that are reported as physical cDNAs have distinct nucleotide sequences. Thus, they represent distinct loci, and the *cassini* primers detect transcription from only a subset of these loci.

Furthermore, the detection of large differences in basal and induced transcription of *cassini* in different mouse tissues supports the specificity of its expression. If the *cassini* transcript is the product from a single gene, then specific stimuli, including endotoxin exposure and drug treatment of pro-B ALL cells, induce extremely high levels of this specific RNA. Our experiments standardized *cassini* levels to those of the abundant *gapdh* and, in some experiments, levels were measured that vastly exceeded those of *gapdh*. Because the highest basal levels of *cassini* were detected in thymus and spleen, its expression may be regulated in hematopoietic cell types, and we speculate that this could be promoted through transcription factors that were reported to bind mouse γ-satellite DNA including Ikaros, a B-lineage specific transcription factor that regulates the early development of hematopoiesis [18], Glfi1b, which is an important regulator of hematopoiesis [19-22] or YinYang1, which is needed for differentiation of proB to preB cells [23].

### Cassini protein?

It is currently unclear if *cassini* or other mouse γ-satellite RNA is translated into a protein (see Additional file 5: Figure S5 and Additional file 6) as we were unable to demonstrate the existence of a protein that corresponds in expression pattern to that of the *cassini* RNA. Although our data clearly show that a Cassini protein *can* be made, the product, if it exists, is likely to have unusual characteristics as is demonstrated by the migration abnormalities and aggregation of EGFP-Cassini after heat treatment in SDS-SB lysates (Additional file 5: Figure S5).

### Effect of *cassini* expression

Our experiments showed that induction of *cassini* RNA in cells correlates with specific stress stimuli, but our data do not provide information on whether the increased levels are detrimental to the cells or contribute a survival advantage. Because of the abundance of this RNA upon stress of cells, and the possibility that other transcribed loci exist in the genome with identical sequence, ablation of the RNA using siRNA does not appear technically feasible. We therefore used transient transfection in 293 cells to attempt to achieve expression levels that would significantly add to that already induced endogenously by stress, and also subjected the cells to a short-term treatment with chemotherapeutic drugs. The results of these experiments rule out the possibility that *cassini* induction correlates with or contributes to cell death, and suggest that high levels of this RNA provide some form of protection against the cytostatic activity of such drugs (Additional file 7: Figure S6).

## Conclusions

We conclude that γ-satellite repeat sequences are widely conserved and, as shown here, their transcription can be specifically regulated. Our analysis of *cassini* demonstrates that among this large family of loci, some are likely to participate in the response of acute lymphoblastic leukemia cells to cytotoxic drug treatment in cancer therapy in the presence of stromal support, and that this may provide some protection against these drugs.

## Methods

### Data access

The microarray data have been deposited in GEO under accession number GSE33329.

### Cell culture and experimental design

8093 cells, a murine pro–B ALL cell line that was isolated from a *BCR/ABL* transgenic mouse, human Ph-negative US7 and Ph-positive TXL2 cells have been previously described in detail [3,24]. Briefly, 8093 cells were cultured in McCoy’s 5A medium (Invitrogen) supplemented with 15% fetal bovine serum (FBS), 1% Glutamax, HEPES, 0.1% beta-mercaptoethanol, 1% penicillin/streptomycin, and 0.01 ng/mL of IL-3. US7 and TXL2R were cultured in αMEM (Invitrogen) supplemented with 20% FBS, 1% Glutamax, and 1% penicillin/streptomycin. TXL2R cells were derived from TXL2 by prolonged culture in the presence of nilotinib. Cells are able to proliferate normally in the presence of 500 nM of the drug. Primary total mouse splenocytes were incubated for 5 hrs in RPMI (Invitrogen) supplemented with 10% FBS, 1% Glutamax and 1 μg/mL of *E. coli* endotoxin or 1xPBS. For drug treatment experiments, murine and human ALL cells were co-cultured, directly or indirectly, in the presence of mitotically inactivated stromal MEF or OP9 feeder layers, respectively. For collection of leukemic cells in Figures 4 and 5A, a direct co-culture was used that results in cell-cell contact. Although ALL cells migrate underneath the stromal layer, they also proliferate abundantly in the supernatant. Because the MEFs are fully adhered to the plates, a pure population of leukemic cells is available for isolation (see schematic Figure 4A). In indirect co-cuture, leukemic cells are cultured in Transwells with 0.4 μM pore size, which precludes cell migration, but allows for free exchange of co-culture media. The Transwells are placed over the MEF stromal layer, allowing for a clean isolation of the MEFs (see schematic Figure 1B). Drugs including nilotinib, vincristine, and/or ASA, were refreshed every 48 hrs. Atttainment of resistance was measured by viability changes over the course of the experiments. Viability was assessed using Trypan blue exclusion. The cellular stress treatments (Figure 5) were performed in the absence of stroma, as they were short-term and therefore did not necessitate MEF support. Heat stress was applied for 30 minutes at 42°C in a water bath, with control cells maintained at 37°C under the same conditions. Cell viability in these experiments using Trypan blue exclusion was determined to be higher than 90%. ROS stress was induced by treating cells with the indicated concentrations of H_2_O_2_ for 3 hrs at 37°C. γ-irradiation was carried out on cells in suspension using a Gammacell 1000 (Nordion International, Inc). Cells were irradiated for the indicated duration at a dose rate of 2341 rads/4 min, followed by a 1 hr recovery at 37°C. Hyper-osmotic stress was generated by supplementing the McCoy’s 5A culture medium with 25–500 mM sorbitol. Cells were treated for 24 hrs at 37°C. Hypo-osmotic stress conditions were generated by diluting McCoy’s 5A medium with sterile, de-ionized water. Cells were incubated in the indicated dilutions for 1 hr at 37°C. Experiments involving transfection of EGFP-*cassini* into COS-1 and 293 FT HEK cells are described in more detail in Additional file 6.

### RNA purification from tissue and cells

All animal experiments were carried out in accordance with Institutional IACUC and NIH guidelines. For tissue expression analysis, mice were injected I.P. with 15 mg/kg E. coli LPS or saline. 5 hrs later, animals were sacrificed and tissue samples were harvested and stabilized in RNAlater (Qiagen) in preparation for RNA isolation using an RNeasy Plus Mini Kit and its specific protocol for RNA extraction from animal tissue. In addition to treatment with a gDNA removal column that is included in the kit, an on-column RNase-Free DNase (Qiagen) treatment was incorporated in the protocol to ensure complete removal of DNA. For *in vitro* experiments, cells were harvested and re-suspended in RNAprotect (Qiagen), and RNA was isolated as mentioned above. After assessment of quantity and quality of RNA using NanoDrop1000, purified RNA was reverse transcribed to cDNA using a High Capacity 1st Strand Synthesis kit (Applied Biosystems) in preparation for real time RT-PCR analysis.

### Real-time RT/PCR

Candidate primers in AK089719, which is 100% homologous to AK171984, were identified using NCBI Primer-BLAST and further analyzed for specificity using OligoCalc ( http://www.basic.northwestern.edu/biotools/oligocalc.html) and IDT ( http://www.idtdna.com/analyzer/Applications/OligoAnalyzer/Default.aspx). The selected primer pair did not yield any non-specific products and there were no homologous sequences in the RefSeqQ RNA database. No sequences in the Genome (all assemblies) and nr databases with 100% homology were found on 02/10/09. To further confirm primer specificity, PCR products were subjected to a melting curve analysis and 2% agarose gel electrophoresis analysis.

Primers for *cassini* target nts 882–905 (Upstream 5’-TGGCGAGGAAACCTGAAATGGTGG-3’) and 955–932 (Downstream 5’-TCGGTTTTCTTGCCGTATTCCACG-3’) of AK_089719 result in a 74-bp product. Murine glyceraldehyde 3-phosphate dehydrogenase was amplified using M*gapdh*U (5'-ACCCAGAAGACTGTGGATGG-3') and M*gapdh*D (5'-CACCACACACTTGATGGCCTGCAT-3'), which yielded a product of 171 bp. Murine 18 s rRNA was amplified using M18srRNAU (5’-GTGACTCTAGATAACCTCGG-3’) and M18srRNAD (5’-ACCATCGAAAGTTGATAGGG-3’), which yielded a product of 87 bp. Human glyceraldehyde 3-phosphate dehydrogenase was amplified using *HGAPDH*U (5’-CATTTCCTGGTATGACAACG-3’) and *HGAPDH*D (5’-GTCTCTCTCTTCCTCTTGTG-3’), which yielded a product of 128 bp. Real-time RT/PCR was performed as described in Behan et al. [25]. Briefly, reactions were carried out using 25 ng of cDNA, Power SYBR Green PCR Master Mix (Applied Biosystems), and 200 nmol/L primers in an ABI 7900HT Sequence Detection System (Perkin-Elmer, CA). *Cassini* transcript levels were normalized to *gapdh* or *18 s rRNA* and the SD determined from duplicate or triplicate wells.

### Gene expression profiling

Wild type MEFs were isolated using standard procedures. MEFs were plated on 3x 10-cm dishes to generate biological triplicate samples. When cultured with 8093 Bcr/Abl-positive ALL cells from a transgenic mouse model, they were separated by Transwell membranes (75 mm 0.4 μM pores). 8093 cells above the MEFs were treated with 16 nM nilotinib (n = 3). 

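The lone MEFs + ALL + DMSO array carried high signals of lymphoid and proliferation genes. Igll1 and Vpreb1 encode the surrogate light chain of precursor B cells, Mzb1 a chaperone of B cells, and Coro1a and Rac2 proteins of the leukocyte cytoskeleton. Top2a, Ccna2 and Kif11 act in dividing cells, which irradiated MEFs are not. Igll1 stood 4.18 above MEFs + DMSO on the log2 scale, Mzb1 3.18, Vpreb1 2.99, Cd79a 2.80 and Ikzf1, a transcription factor gene of lymphoid cells, 2.45. Coro1a was higher by 3.30, Rac2 by 2.91 and Ptprc by 2.81. Kif11 was higher by 4.00, Top2a by 3.71 and Ccna2 by 3.46. As the group has 1 array, every test of it takes the spread of the other groups. The count of probesets lower in it than in MEFs + DMSO depended on single MEFs + DMSO arrays, and more so than the count of higher ones. Of 19 pro-B and B cell genes 15 passed limma's test as higher, as did 15 adjusted over the list alone, with a median of 2.05 (camera adjusted p = 8.01e-17, and adjusted p = 0.0512 with an estimated correlation). All 15 pan-leukocyte genes passed as higher, over all probesets and adjusted over the list alone, with a median of 2.1 (camera adjusted p = 6.35e-22, and adjusted p = 0.0238 with an estimated correlation). The same held for all 27 cell cycle genes, whose median was 2.17 (camera adjusted p = 1.67e-40, and adjusted p = 0.00373 with an estimated correlation). Macrophage genes were not raised as a list, with 1 of 17 higher, 0 adjusted over the list alone and a median of 0.01 (camera adjusted p = 0.849). Of 16 p53 targets 7 were lower, and 13 adjusted over the list alone, with a median of -0.38 (camera adjusted p = 4.40e-05, and adjusted p = 0.211 with an estimated correlation). Of 20 low-oxygen genes 13 were higher, and 16 adjusted over the list alone, with a median of 0.51 (camera adjusted p = 6.49e-10, and adjusted p = 0.0879 with an estimated correlation). Regulators of pericentromeric heterochromatin, which include genes of dividing cells such as Uhrf1 (higher by 3.60), Hells (2.33) and Dnmt1 (1.57), had 8 of 19 higher and 1 lower, and as many adjusted over the list alone, with a median of 0.32 (camera adjusted p = 1.71e-06, and adjusted p = 0.0879 with an estimated correlation). In MEFs + ALL + nilotinib over that array 8 of these 19 were lower, and 10 adjusted over the list alone, with a median of -0.40 (camera adjusted p = 1.07e-11, and adjusted p = 0.0344 with an estimated correlation). In all, 3651 probesets differed between that array and MEFs + DMSO, 2373 higher and 1278 lower, and 2137 and 2190 differed without replicates 2 and 3 of MEFs + DMSO. Between MEFs + ALL + nilotinib and that array 1543 differed, 207 higher and 1336 lower. The higher count was 127, 217 and 77 without replicates 1, 2 and 3 of MEFs + ALL + nilotinib. The lower count was 1140, 1323 and 1101 in the same fits. With only these groups in the fit, 5 were higher and 530 lower.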

Two samples of MEFs co-cultured with ALL cells treated with DMSO were found to be contaminated by ALL cells and therefore a single value of ALL + DMSO-treated MEFs was used. MEFs were harvested on day 9. Control MEFs (n = 3) were treated with DMSO diluted 1:1000 or with nilotinib. RNA was isolated using TRIzol according to the manufacturer’s (Invitrogen Corporation, Carlsbad, USA) instructions. Microarray hybridization was performed by the University of Southern California Affymetrix MicroArray Core Facility at Children's Hospital Los Angeles. Briefly, RNA quality was first assessed using an Agilent Bioanalyzer (Agilent Technologies, Palo Alto, California, USA) and the 28S/18S ratios of all of the samples were between 1.3 and 2. RNA was converted to cDNA with Superscript Choice for cDNA Synthesis (Invitrogen, Carlsbad, California, USA) and subsequently converted to biotinylated cRNA with an Enzo High Yield RNA Transcript labeling kit (Enzo Diagnostics, Farmingdale, New York, USA). After hybridization to the murine Mouse Gene 1.0 ST arrays (28,000 transcripts, Affymetrix, Santa Clara, California, USA), the gene chips were automatically washed and stained with streptavidin-phycoerythrin using a fluidics system. The chips were scanned with a Hewlett-Packard GeneArray Scanner (Hewlett-Packard, Palo Alto, California, USA). Results were analyzed using Partek and Ingenuity Systems (version 7.1) software programs. Average microarray values from individual time points were calculated and log transformed.

### Database searches

Additional file 6 provides supplementary details on the database searches. In brief, to facilitate detection of homologous sequences, we translated the cDNA sequence of AK089719 into protein using ReBaseTools ( http://rebase.neb.com/rebase/) and then used its deduced amino acid sequence and that of XP_675578 and tblastn 2.2.21 and 2.2.25+ against htgs, nr, est, and est_others with the low complexity filter turned off.

## Abbreviations

ALL: Acute lymphoblastic leukemia; ASA: Acetylsalicylic acid; FBS: Fetal bovine serum; I.P.: Intraperitoneal; LPS: Lipopolysaccharide; MEFs: Mouse embryonic fibroblasts.

## Competing interests

The authors declare that there are no competing interests.

## Authors' contributions

Conceived and designed the experiments: AA, SS, SjY, FF, PG, NF, JG, NH. Performed the experiments: AA, SS, SjY, FF, ML, PG, NF. Analyzed the data: AA, SS, SjY, FF, PG, NF, JG, NH. Wrote the paper: AA, NH. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Figure S1.**A cluster of genes near the telomere of mouse chromosome 9. Graphic respesentation of Affymetrix microarray results and table describing 40 kb region on mouse chromosome 9 band A1. Click here for file

Additional file 2 **Figure S2.**Deduced amino acid sequences of the cluster of Genbank-designated genes on mouse chromosome 9. Alignment of deduced amino acid sequences of chromosome 9 cluster. Click here for file

Additional file 3 **Figure S3.**Translation of different physical mouse cDNAs including AK089719 (*cassini*) with substantial homology to the mouse chromosome 9 cluster. The deduced amino acid sequence of mouse cDNAs are aligned. Click here for file

Additional file 4 **Figure S4.**Cassini protein. Translation of *cassini* cDNA, recurring amino acid motifs, and predicted secondary structure showing putative transmembrane regions. Click here for file

Additional file 5 **Figure S5.**Protein product of EGFP-tagged *cassini* cDNA. Detection of EGFP-tagged Cassini protein in transfected COS-1 cells using polyclonal antisera and EGFP fluorescence. Click here for file

Additional file 6 **Description of data, methods and references for Figures S1-S6.** Contains a description of the results shown in Figures S1-S6, the methods that were used to generate those data, and references relevant to this information. Click here for file

Additional file 7 **Figure S6.**Effect of *cassini* on survival of drug-treated cells. 293 HEK cells were transfected with control pEGFP-C1 or pEGFP-*cassini* and compared for viability and cell numbers after treatment for 24 hours with the chemotherapeutic drugs cisplatin, etoposide and doxorubicin. Click here for file

# Supplementary material for: Expression of cassini, a murine gamma-satellite sequence conserved in evolution, is regulated in normal and malignant hematopoietic cells
**Source:** BMC Genomics. 2012 Aug 23;13:418. doi: 10.1186/1471-2164-13-418
**Supplement:** Additional file 1 — Figure S1.A cluster of genes near the telomere of mouse chromosome 9. Graphic respesentation of Affymetrix microarray results and table describing 40 kb region on mouse chromosome 9 band A1.

**Figure S1.**  
**A.**

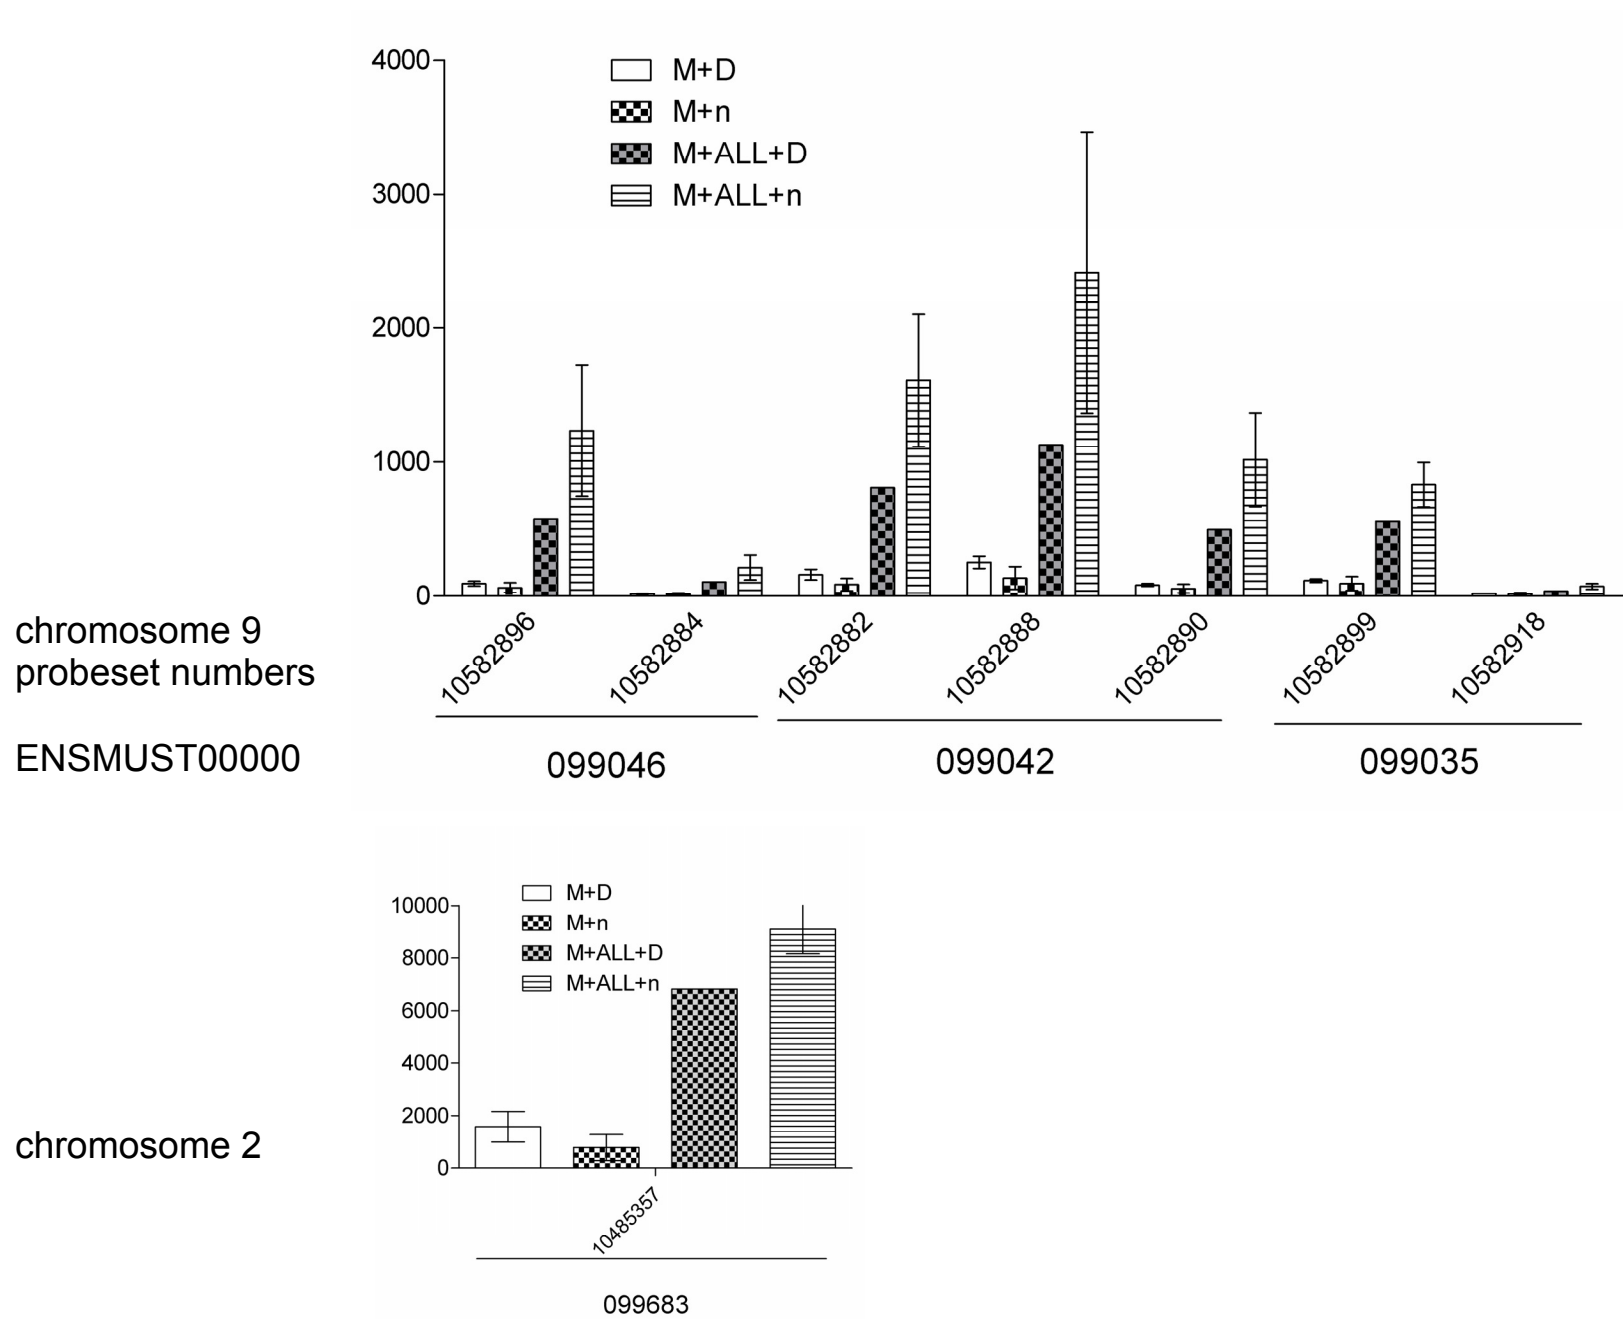

## B.

| <i>cassini</i> -like cluster | <sup>1</sup> Genbank ID | <sup>1</sup> exons | <sup>2</sup> ENSMUST 00000 | <sup>3</sup> ENSMUSP 00000 | <sup>1</sup> strand | <sup>4</sup> Affy MoGene-1_0-st-v1 probeset ID | chromosome |
|------------------------------|-------------------------|--------------------|----------------------------|----------------------------|---------------------|------------------------------------------------|------------|
| <b>1</b>                     | Gm10722                 | 4                  | 151376                     | 132394                     |                     |                                                | 9          |
| <b>2</b>                     | Gm11168                 | 4                  | 115743                     | 111408                     | fw                  |                                                | 9          |
| <b>3</b>                     | Gm10721                 | 4                  | 099051                     | 096650                     | fw                  |                                                | 9          |
| <b>4</b>                     | Gm10720                 | <sup>5</sup> 5     | 099050                     | 096649                     | fw                  |                                                | 9          |
| <b>5</b>                     | Gm10719                 | 4                  | 099049                     | 096648                     | fw                  |                                                | 9          |
| <b>6</b>                     | Gm11167                 | 5                  | 099047                     | 096646                     | fw                  |                                                | 9          |
| <b>7</b>                     | Gm10718                 | 4                  | <sup>6</sup> 099046        | 096645                     | fw                  | 10582896<br>10582884                           | 9          |
| <b>8</b>                     | Gm10717                 | 3                  | 075573                     | 096644                     | fw                  |                                                | 9          |
| <b>9</b>                     | Gm10716                 | 4                  | 099042                     | 096640                     | fw                  | 10582882<br>10582888<br>10582890               | 9          |
| <b>10</b>                    | Gm10106                 | 3                  | 099056                     | 096655                     | fw                  |                                                | 9          |
| <b>11</b>                    | Gm17535                 | 4                  | 170073                     | 132585                     | fw                  |                                                | 9          |
| <b>12</b>                    | <sup>7</sup> Gm10715    | 4                  | 099035                     | 096633                     | fw                  | 10582899<br>10582918                           | 9          |
|                              | <sup>8</sup> Gm10800    | 5                  | 099683                     | 097275                     | rv                  | 10485357                                       | 2          |

<sup>1</sup>Data from [www.uswest.ensembl.org/Mus\\_musculus/Gene](http://www.uswest.ensembl.org/Mus_musculus/Gene) accessed 8/12/2011 (ENSEMBL Mus\_musculus version 51.37d). These are the first annotated genes starting around 3 MB distal to the tip of band A1 chromosome 9 and span a total of around 40 kb.

<sup>2</sup>All RNAs are around 700 bp in length

<sup>3</sup>All are annotated as “known protein coding” and could encode around 225 amino acid residue polypeptides with a predicted 27 kDa MW. The putative polypeptides are indicated to contain up to 5 transmembrane helixes.

<sup>4</sup>Affymetrix probe set designation on MoGene-1\_0-st-v1.

<sup>5</sup>This gene has a relatively standard exon-intron organization (69 bp coding- 410 bp intron-75 bp coding-234 bp intron, 292 bp coding-176 bp intron-117 bp coding-59 bp intron- 125 bp coding)

<sup>6</sup>Annotated by Affymetrix as “80% similarity with XP\_675578”.

<sup>7</sup>A gene located immediately 3’ to Gm10715 is designated 4930433N12Rik and demarcates the end of the *cassini*-like cluster. 4930433N12Rik is annotated as generating non-coding RNA and is detected by Affymetrix probeset 10582916 (Suppl. Table 1; not included in Suppl. Fig. 1). 

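4930433N12Rik, a noncoding RNA gene beside the cassini-like cluster, rose with nilotinib-treated ALL cells. It lies next to Gm10715, and its probeset 10582916 was not among the 8 that the study grouped. Nilotinib without ALL cells did not raise it. Its mean anti-logged signal was 1023 ± 599 (SD, n = 3) in MEFs + ALL + nilotinib, 75.5 ± 23.0 (SD, n = 3) in MEFs + DMSO and 42.7 ± 15.8 (SD, n = 3) in MEFs + nilotinib. In the lone MEFs + ALL + DMSO array the signal of 4930433N12Rik was 393. Over MEFs + DMSO it rose by 3.66 on the log2 scale (SE 0.42, adjusted p = 0.0182 from limma), or 13.5-fold as a ratio of means, with 3 of 3 arrays above all MEFs + DMSO arrays. In the fits with 1 array fewer, 4930433N12Rik passed without replicate 1 or replicate 2 of MEFs + ALL + nilotinib, and lost the call without replicate 3 of that group or any 1 of the MEFs + DMSO arrays. Over MEFs + nilotinib it rose by 4.50 (adjusted p = 0.00962), a call that was lost without replicate 2 of MEFs + nilotinib. Its difference between MEFs + nilotinib and MEFs + DMSO was -0.85 (SE 0.42, adjusted p = 0.484). The paper takes this gene as the end of the cluster.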

There is no sequence similarity with the *cassini*-like cluster 1-12.

<sup>8</sup>Located on chromosome 2 band E1. This is non-pericentromeric.

**Figure S1. A cluster of genes near the telomere of mouse chromosome 9.** (A) Expression of the *cassini*-family gene cluster as measured by Affymetrix gene expression analysis. RMA-normalized, transformed Affymetrix gene array values from MEFs treated as indicated: M+D, irradiated MEFs treated with DMSO for 9 days; M+n, irradiated MEFs treated with 16 nM nilotinib for 9 days; M+ALL+D, irradiated MEFs separated by a Transwell from 8093 proB ALL cells treated with DMSO for 9 days; M+ALL+n, irradiated MEFs separated by a Transwell from 8093 proB ALL cells that had regained full viability after treatment for 9 days with 16 nM nilotinib (also see graph, Fig. 1A). Bars, SEM of biological triplicates. (B) The blocks of sequences 1-12 are listed from most telomeric to centromeric on chromosome 9.

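Across the 8 probesets the order of the groups was the same, with the signal highest in MEFs exposed to nilotinib-treated ALL cells, next in the lone MEFs + ALL + DMSO array, then in MEFs + DMSO and lowest in MEFs + nilotinib. Neither the step from MEFs + DMSO to MEFs + nilotinib nor that from the lone array to MEFs + ALL + nilotinib passed the test in any of them. Anti-logged signals of probeset 10485357 of Gm10800 were 1572 ± 585 (SD, n = 3) in MEFs + DMSO, 780 ± 444 (SD, n = 3) in MEFs + nilotinib, 6820 in the MEFs + ALL + DMSO array and 9086 ± 932 (SD, n = 3) in MEFs + ALL + nilotinib. At Gm10716, signals in the same order of groups were 252, 135, 1128 and 2413 for probeset 10582888, 160, 86.6, 808 and 1606 for probeset 10582882, and 83.3, 56.3, 494 and 1015 for probeset 10582890. Gm10718 gave 94.3, 63.2, 576 and 1233 at probeset 10582896 and 18.5, 14.9, 105 and 213 at probeset 10582884. Gm10715 gave 116, 94.1, 555 and 830 at probeset 10582899 and 19.7, 17.4, 37.8 and 73.0 at probeset 10582918. Per array, the mean log2 signal of the 8 probesets was 10.30, 9.55 and 9.59 in replicates 1, 2 and 3 of MEFs + ALL + nilotinib. It was 6.41, 6.69 and 7.12 in MEFs + DMSO and 6.54, 6.16 and 5.67 in MEFs + nilotinib, and the ranges of these groups overlap. Replicate 2 of MEFs + ALL + nilotinib, which stood apart from the other arrays as a whole, had the lowest mean of its group.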

# Supplementary material for: Expression of cassini, a murine gamma-satellite sequence conserved in evolution, is regulated in normal and malignant hematopoietic cells
**Source:** BMC Genomics. 2012 Aug 23;13:418. doi: 10.1186/1471-2164-13-418
**Supplement:** Additional file 2 — Figure S2.Deduced amino acid sequences of the cluster of Genbank-designated genes on mouse chromosome 9. Alignment of deduced amino acid sequences of chromosome 9 cluster.

Figure S2.

```
ENSMUSP00000          PREDICTED PROTEIN
111408  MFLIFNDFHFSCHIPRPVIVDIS--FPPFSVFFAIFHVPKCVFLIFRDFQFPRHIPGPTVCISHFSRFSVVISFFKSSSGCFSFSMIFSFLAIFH
096650          SCHIPCPTLTDIS--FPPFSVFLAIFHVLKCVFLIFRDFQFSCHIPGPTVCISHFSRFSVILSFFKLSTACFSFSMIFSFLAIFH
096649  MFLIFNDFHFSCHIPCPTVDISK--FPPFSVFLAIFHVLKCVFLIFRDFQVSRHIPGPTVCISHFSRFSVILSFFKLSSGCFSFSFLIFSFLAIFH
096648  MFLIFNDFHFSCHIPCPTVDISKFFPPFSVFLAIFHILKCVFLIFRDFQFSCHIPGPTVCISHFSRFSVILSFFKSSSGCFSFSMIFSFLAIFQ      94
096646  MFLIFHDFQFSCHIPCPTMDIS--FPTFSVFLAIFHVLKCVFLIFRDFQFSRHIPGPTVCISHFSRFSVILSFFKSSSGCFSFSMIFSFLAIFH
096645  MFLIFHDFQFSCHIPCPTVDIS--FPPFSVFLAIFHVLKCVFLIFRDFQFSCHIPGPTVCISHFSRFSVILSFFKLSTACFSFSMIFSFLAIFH
096644  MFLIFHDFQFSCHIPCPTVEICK--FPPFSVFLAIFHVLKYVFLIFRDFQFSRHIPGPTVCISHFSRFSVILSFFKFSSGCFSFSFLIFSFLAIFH
096640  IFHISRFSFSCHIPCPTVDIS--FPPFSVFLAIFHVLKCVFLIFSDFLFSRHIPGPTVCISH--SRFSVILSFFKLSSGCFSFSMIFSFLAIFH
096655  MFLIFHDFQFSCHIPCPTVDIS--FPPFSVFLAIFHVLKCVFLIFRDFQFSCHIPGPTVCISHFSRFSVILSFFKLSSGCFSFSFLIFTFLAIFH
0996633 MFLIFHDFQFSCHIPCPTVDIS--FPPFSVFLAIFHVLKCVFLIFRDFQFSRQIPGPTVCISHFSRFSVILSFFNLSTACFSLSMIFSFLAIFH
cassini  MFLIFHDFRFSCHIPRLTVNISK--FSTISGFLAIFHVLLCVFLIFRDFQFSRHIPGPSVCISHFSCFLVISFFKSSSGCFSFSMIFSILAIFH

111408  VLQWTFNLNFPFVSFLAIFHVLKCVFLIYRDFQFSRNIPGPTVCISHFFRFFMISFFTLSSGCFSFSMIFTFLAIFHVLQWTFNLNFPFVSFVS
096650  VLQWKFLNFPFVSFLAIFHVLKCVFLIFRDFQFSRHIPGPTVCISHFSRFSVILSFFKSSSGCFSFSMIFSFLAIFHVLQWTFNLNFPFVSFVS
096649  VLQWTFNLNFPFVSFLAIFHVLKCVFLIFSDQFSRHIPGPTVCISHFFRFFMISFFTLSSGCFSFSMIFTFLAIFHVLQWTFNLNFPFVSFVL
096648  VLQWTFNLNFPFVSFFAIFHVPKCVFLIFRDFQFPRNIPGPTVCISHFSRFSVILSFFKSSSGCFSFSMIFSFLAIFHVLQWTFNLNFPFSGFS      188
096646  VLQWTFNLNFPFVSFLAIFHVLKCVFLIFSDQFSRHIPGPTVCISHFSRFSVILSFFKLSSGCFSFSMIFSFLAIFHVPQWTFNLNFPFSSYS
096645  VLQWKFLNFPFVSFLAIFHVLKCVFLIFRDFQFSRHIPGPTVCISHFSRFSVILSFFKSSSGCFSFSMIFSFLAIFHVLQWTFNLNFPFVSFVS
096644  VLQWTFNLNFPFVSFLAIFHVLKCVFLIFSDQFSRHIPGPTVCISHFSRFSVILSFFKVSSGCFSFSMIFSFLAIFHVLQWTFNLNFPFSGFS
096640  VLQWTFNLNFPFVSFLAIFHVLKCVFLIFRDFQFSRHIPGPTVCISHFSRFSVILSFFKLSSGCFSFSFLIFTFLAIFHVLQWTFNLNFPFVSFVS
096655  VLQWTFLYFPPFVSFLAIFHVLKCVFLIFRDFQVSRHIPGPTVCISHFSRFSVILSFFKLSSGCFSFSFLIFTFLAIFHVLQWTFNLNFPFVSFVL
0996633 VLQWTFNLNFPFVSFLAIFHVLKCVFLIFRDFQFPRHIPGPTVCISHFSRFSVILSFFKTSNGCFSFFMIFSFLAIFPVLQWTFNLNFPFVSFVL
cassini  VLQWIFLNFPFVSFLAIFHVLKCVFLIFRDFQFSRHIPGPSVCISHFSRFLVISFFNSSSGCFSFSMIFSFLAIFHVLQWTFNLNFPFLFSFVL

111408  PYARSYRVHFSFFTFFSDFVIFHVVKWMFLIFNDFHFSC
096650  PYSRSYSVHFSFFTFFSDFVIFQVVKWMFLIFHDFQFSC
096649  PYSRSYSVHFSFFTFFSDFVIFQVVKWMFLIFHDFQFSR
096648  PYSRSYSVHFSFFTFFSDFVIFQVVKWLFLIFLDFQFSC      227
096646  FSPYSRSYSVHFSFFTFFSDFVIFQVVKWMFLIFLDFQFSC
096645  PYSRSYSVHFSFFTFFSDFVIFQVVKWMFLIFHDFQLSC
096644  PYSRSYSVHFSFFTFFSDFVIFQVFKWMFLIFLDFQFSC
096640  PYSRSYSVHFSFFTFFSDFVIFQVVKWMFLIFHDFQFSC
096655  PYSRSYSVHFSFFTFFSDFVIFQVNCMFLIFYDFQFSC
0996633 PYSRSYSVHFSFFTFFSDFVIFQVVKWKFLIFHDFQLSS
cassini  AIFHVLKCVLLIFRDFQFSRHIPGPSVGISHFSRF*      stop codon
```

**Figure S2. Deduced aminoacid sequences of the cluster of Genbank-designated genes on mouse chromosome 9 (ENSEMBL Mus\_musculus version 51.37d).** The deduced aminoacid sequence of *cassini* starting with the first ATG (methionine) in the cDNA is included for comparison. Not shown, ENSMUSP00000132394 and 00000132585.

# Supplementary material for: Expression of cassini, a murine gamma-satellite sequence conserved in evolution, is regulated in normal and malignant hematopoietic cells
**Source:** BMC Genomics. 2012 Aug 23;13:418. doi: 10.1186/1471-2164-13-418
**Supplement:** Additional file 3 — Figure S3.Translation of different physical mouse cDNAs including AK089719 (cassini) with substantial homology to the mouse chromosome 9 cluster. The deduced amino acid sequence of mouse cDNAs are aligned.

### Figure S3.

```
XP_675578          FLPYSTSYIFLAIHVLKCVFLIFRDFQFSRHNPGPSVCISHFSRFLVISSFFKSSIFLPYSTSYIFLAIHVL
XP_675578          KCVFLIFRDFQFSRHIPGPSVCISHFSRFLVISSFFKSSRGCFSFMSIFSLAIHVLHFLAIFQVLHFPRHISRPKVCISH

XP_675578  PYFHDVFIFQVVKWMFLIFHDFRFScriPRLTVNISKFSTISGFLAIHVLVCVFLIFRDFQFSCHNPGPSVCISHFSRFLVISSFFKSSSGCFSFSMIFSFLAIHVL
AK171928          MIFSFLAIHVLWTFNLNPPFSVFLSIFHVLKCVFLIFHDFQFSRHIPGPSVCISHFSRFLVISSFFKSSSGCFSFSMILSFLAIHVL
AK172170          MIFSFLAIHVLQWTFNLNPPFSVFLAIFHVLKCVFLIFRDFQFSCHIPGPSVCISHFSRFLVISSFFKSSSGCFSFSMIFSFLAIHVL
AK172117          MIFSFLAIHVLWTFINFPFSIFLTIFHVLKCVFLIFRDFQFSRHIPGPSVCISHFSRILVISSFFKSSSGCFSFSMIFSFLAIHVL
AK172311          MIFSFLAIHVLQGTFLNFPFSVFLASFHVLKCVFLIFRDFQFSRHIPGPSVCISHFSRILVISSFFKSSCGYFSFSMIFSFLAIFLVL
AK156448          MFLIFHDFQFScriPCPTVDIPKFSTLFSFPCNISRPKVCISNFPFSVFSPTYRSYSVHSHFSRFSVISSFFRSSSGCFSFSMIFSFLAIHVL
AK156768          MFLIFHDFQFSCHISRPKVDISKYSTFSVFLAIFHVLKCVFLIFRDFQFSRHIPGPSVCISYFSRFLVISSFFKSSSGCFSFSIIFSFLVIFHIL
AK156257          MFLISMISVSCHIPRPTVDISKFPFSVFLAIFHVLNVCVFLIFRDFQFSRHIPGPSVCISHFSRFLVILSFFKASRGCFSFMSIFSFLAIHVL
AK172626          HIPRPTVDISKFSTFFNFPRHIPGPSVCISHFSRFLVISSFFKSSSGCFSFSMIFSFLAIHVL
cassini  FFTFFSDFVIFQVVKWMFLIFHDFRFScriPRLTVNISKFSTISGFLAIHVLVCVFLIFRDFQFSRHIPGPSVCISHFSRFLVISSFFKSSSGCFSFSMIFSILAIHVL

XP_675578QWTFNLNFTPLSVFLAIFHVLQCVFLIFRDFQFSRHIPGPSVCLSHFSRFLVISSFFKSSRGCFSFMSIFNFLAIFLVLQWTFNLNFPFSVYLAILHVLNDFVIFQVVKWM
AK171928  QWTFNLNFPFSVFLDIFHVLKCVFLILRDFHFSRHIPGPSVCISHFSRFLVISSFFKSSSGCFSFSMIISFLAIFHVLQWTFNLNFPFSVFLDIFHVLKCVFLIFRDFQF
AK172170  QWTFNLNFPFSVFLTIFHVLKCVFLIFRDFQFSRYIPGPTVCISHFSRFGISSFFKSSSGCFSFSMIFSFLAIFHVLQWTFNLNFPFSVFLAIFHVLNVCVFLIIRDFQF
AK172117  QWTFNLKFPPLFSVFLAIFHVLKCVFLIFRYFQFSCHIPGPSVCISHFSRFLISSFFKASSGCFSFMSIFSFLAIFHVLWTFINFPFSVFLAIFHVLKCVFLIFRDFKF
AK172311  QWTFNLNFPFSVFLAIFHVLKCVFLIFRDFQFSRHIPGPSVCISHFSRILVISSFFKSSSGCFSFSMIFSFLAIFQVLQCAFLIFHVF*
AK156448  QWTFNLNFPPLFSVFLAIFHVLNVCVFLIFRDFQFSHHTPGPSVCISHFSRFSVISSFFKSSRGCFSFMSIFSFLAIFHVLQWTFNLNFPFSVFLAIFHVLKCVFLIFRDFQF
AK156768  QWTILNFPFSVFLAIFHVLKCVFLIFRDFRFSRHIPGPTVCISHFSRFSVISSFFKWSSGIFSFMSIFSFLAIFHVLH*
AK156257  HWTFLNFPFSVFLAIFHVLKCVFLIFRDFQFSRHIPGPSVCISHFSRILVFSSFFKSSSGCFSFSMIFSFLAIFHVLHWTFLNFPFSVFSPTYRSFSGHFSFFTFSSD
AK172626  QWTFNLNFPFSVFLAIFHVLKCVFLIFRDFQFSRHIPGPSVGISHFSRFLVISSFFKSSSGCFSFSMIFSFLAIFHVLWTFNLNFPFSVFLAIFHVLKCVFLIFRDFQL
cassini  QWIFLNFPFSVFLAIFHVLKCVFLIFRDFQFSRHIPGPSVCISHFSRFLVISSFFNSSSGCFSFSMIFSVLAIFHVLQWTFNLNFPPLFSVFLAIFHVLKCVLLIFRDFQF

XP_675578  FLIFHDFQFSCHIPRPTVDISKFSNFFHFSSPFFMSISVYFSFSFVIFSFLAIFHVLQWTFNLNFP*
AK171928  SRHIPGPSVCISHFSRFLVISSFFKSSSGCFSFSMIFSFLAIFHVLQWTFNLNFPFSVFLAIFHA.....
AK172170  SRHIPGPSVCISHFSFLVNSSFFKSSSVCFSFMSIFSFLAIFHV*
AK172117  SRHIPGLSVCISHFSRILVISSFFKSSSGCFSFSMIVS.....
AK156448  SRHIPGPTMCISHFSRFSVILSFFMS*
AK156257  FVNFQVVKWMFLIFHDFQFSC...
AK172626  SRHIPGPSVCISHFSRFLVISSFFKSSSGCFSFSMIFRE...
cassini  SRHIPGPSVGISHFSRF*
```

**Figure S3. Translation of different physical mouse cDNAs including AK089719 (*cassini*) with substantial homology to the mouse chromosome 9 cluster.** The deduced amino acid sequence of the putative *Plasmodium berghei* ANKA partial gene product XP\_675578 is aligned for comparison. Sequences ending with \* have a defined stop codon. AK172170 also has a putative start codon defined by an in-frame upstream stop codon.

# Supplementary material for: Expression of cassini, a murine gamma-satellite sequence conserved in evolution, is regulated in normal and malignant hematopoietic cells
**Source:** BMC Genomics. 2012 Aug 23;13:418. doi: 10.1186/1471-2164-13-418
**Supplement:** Additional file 4 — Figure S4.Cassini protein. Translation of cassini cDNA, recurring amino acid motifs, and predicted secondary structure showing putative transmembrane regions.

Figure S4.

A.

F F T F F S D F V I F Q V V K W M F L I  
PhePheThrPhePheSerAspPheValIlePheGlnValValLysTrpMetPheLeuIle 20  
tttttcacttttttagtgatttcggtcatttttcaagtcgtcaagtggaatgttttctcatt 60  
F H D F R F S C R I P R L T V N I S K F  
PheHisAspPheArgPheSerCysArgIleProArgLeuThrValAsnIleSerLysPhe 40  
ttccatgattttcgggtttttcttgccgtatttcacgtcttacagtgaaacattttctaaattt 120  
S T I S G F L A I F H V L L C V F L I F  
SerThrIleSerGlyPheLeuAlaIlePheHisValLeuLeuCysValPheLeuIlePhe 60  
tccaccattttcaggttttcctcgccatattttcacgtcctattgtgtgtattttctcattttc 180  
R D F Q F S R H I P G P S V C I S H F S  
ArgAspPheGlnPheSerArgHisIleProGlyProSerValCysIleSerHisPheSer 80  
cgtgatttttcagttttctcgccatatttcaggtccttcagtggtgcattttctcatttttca 240  
C F L V I S S F F K S S S G C F S F S M  
CysPheLeuValIleSerSerPhePheLysSerSerSerGlyCysPheSerPheSerMet 100  
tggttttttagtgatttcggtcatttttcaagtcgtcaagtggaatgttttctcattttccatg 300  
I F S I L A I F H V L Q W I F L N F P P  
IlePheSerIleLeuAlaIlePheHisValLeuGlnTrpIlePheLeuAsnPheProPro 120  
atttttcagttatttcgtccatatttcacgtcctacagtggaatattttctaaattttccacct 360  
F S V F L A I F H V L K C V F L I F R D  
PheSerValPheLeuAlaIlePheHisValLeuLysCysValPheLeuIlePheArgAsp 140  
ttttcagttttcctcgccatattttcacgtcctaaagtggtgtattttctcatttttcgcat 420  
F Q F S R H I P G P S V C I S H F S R F  
PheGlnPheSerArgHisIleProGlyProSerValCysIleSerHisPheSerArgPhe 160  
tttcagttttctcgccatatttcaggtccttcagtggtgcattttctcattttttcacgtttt 480  
L V I S S F F N S S S G C F S F S M I F  
LeuValIleSerSerPhePheAsnSerSerSerGlyCysPheSerPheSerMetIlePhe 180  
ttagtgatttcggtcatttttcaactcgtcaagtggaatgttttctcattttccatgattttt 540  
S V L A I F H V L Q W T F L N F P L F S  
SerValLeuAlaIlePheHisValLeuGlnTrpThrPheLeuAsnPheProLeuPheSer 200  
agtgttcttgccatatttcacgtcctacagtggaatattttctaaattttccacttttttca 600  
V F L A I F H V L K C V L L I F R D F Q  
ValPheLeuAlaIlePheHisValLeuLysCysValLeuLeuIlePheArgAspPheGln 220  
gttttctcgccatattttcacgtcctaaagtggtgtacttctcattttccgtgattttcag 660  
F S R H I P G P S V G I S H F S R F\*  
PheSerArgHisIleProGlyProSerValGlyIleSerHisPheSerArgPhe \*\* 238  
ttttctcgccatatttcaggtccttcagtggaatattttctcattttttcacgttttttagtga  
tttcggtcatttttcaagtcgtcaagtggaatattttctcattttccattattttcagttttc  
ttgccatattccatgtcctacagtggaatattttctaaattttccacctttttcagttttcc  
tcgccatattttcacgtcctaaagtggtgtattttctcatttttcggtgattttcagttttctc  
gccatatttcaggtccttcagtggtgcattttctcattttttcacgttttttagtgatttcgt  
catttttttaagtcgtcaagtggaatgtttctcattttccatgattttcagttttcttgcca  
tatttc

```

AA: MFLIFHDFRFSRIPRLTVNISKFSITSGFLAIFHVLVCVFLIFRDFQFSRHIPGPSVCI
Pred: -EEEEEEEEEEEEEE---EEEEEE---EEEEE-----EEEE
Conf: 866830000111012454264123662111267831211688743120011154884265

Hconf: 0000000000000000000000000000000000000000000000000000000000000000
Econf: 09999824899573210999998000127899999979999999516743100009999
Cconf: 900001751004167890000019998721000000200000000483256799990000

AA: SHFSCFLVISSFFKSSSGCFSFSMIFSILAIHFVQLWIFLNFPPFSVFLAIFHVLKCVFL
Pred: EEEEEEEEE-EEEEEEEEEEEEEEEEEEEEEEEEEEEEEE---EEEEE
Conf: 756344211113333101016755312112342123232103763214676743422337

Hconf: 0000000000000000000000000000000000000000000000000000000000000000
Econf: 99999996339999996479999998998999999999850001999999999999999
Cconf: 00000003660000003520000001001000000000014999800000000000000000

AA: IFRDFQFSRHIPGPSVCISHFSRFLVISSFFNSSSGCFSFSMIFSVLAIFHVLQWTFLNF
Pred: EE-----EEEEEE---EEEEEE-----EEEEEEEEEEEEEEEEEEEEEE---
Conf: 442531011145884155102311153110111133023542423146551023341126

Hconf: 0000000000000000000000000000000010000000000000000000000000000000
Econf: 99100462000000999999610589999952340006999999999999999899999510
Cconf: 00899437899999000000389410000037659993000000000000000100000489

AA: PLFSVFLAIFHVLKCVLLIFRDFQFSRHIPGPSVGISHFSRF
Pred: ---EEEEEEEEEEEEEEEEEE-----EEEE---
Conf: 851114575752643568440433125145882321311439

Hconf: 0000000000000000000000000000000000000000000000000000000000000000
Econf: 00499999999999999999997000200000004999982000
Cconf: 99500000000000000000002999799999995000017999

*   AA: Target sequence
*   Pred: Predicted secondary structure (H=helix, E=strand, -=coil)
*   Conf: Confidence (0=low, 9=high)
*Hconf: Confidence of helix predictions
*Econf: Confidence of strand predictions
*Cconf: Confidence of coil predictions

```

```

1-      43
      .....FFTF..FSDFV.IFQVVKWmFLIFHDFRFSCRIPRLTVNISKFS.....T.....I
44-    101
      .....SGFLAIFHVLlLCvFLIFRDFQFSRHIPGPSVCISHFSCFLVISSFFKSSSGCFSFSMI
102-   179
      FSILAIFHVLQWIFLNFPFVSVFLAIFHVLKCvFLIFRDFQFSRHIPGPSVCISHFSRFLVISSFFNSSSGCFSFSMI
180-   238
      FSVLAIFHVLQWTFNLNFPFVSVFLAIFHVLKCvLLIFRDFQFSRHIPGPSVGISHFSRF.....

```

D.

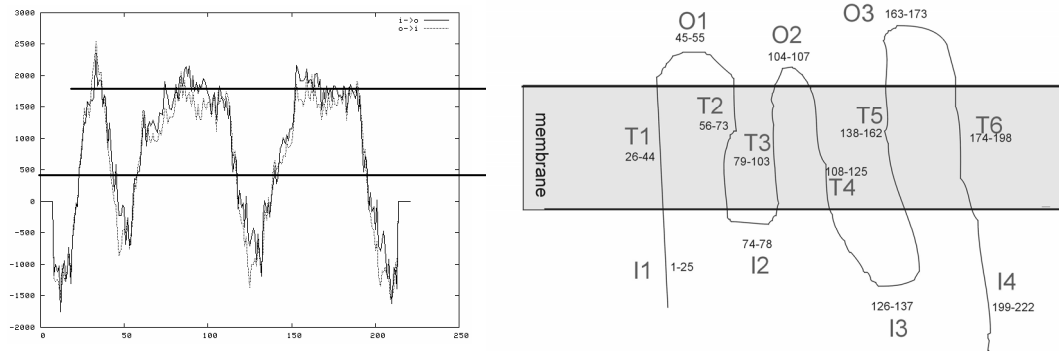

**Figure S4. Cassini protein.** (A) Deduced amino acid sequence AK089719 *cassini*. The reverse complement of the cDNA sequence of AK089719 was used for determining the deduced amino acid sequence. The reading frame is open 5' to the first putative ATG (underlined). The sequences used as primers for real time RT/PCR are underlined in black and the peptide used to generate antisera in blue. (B) Recurring amino acid motifs within the putative Cassini protein. Blocks were identified manually and using RADAR ([www.ebi.ac.uk/Tools/Radar/](http://www.ebi.ac.uk/Tools/Radar/)). (C) Predicted secondary structure putative Cassini protein. Secondary structure prediction was performed using YASPIN (<http://www.ibi.vu.nl/programs/yaspinwww/>). (Lin et al., 2005). (D) Schematic illustration putative Cassini transmembrane regions. TMPRED (*left*) and schematic (*right*) of putative transmembrane regions.

# Supplementary material for: Expression of cassini, a murine gamma-satellite sequence conserved in evolution, is regulated in normal and malignant hematopoietic cells
**Source:** BMC Genomics. 2012 Aug 23;13:418. doi: 10.1186/1471-2164-13-418
**Supplement:** Additional file 5 — Figure S5.Protein product of EGFP-tagged cassini cDNA. Detection of EGFP-tagged Cassini protein in transfected COS-1 cells using polyclonal antisera and EGFP fluorescence.

Figure S5

A

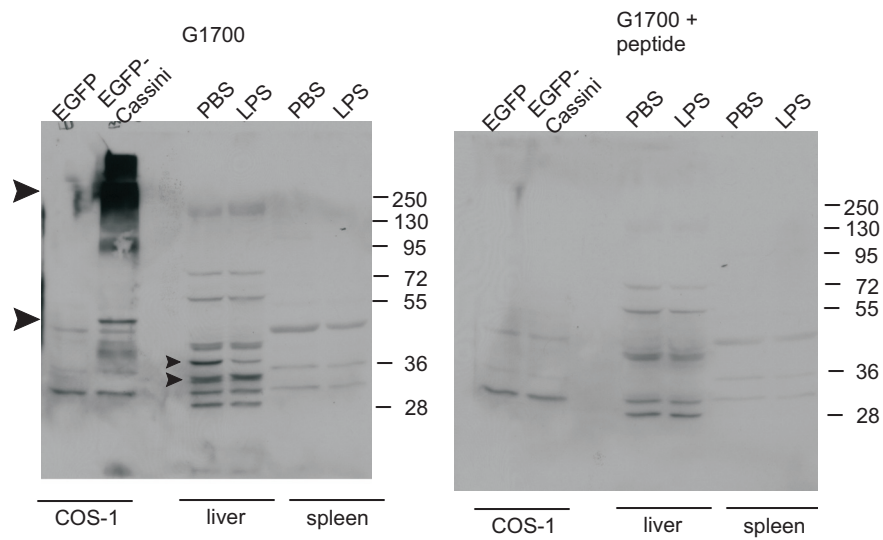

B

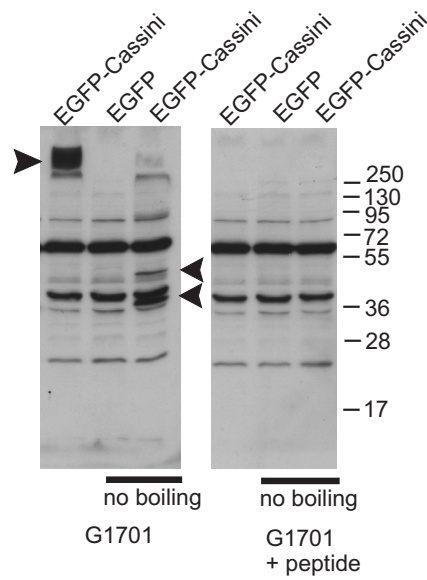

C

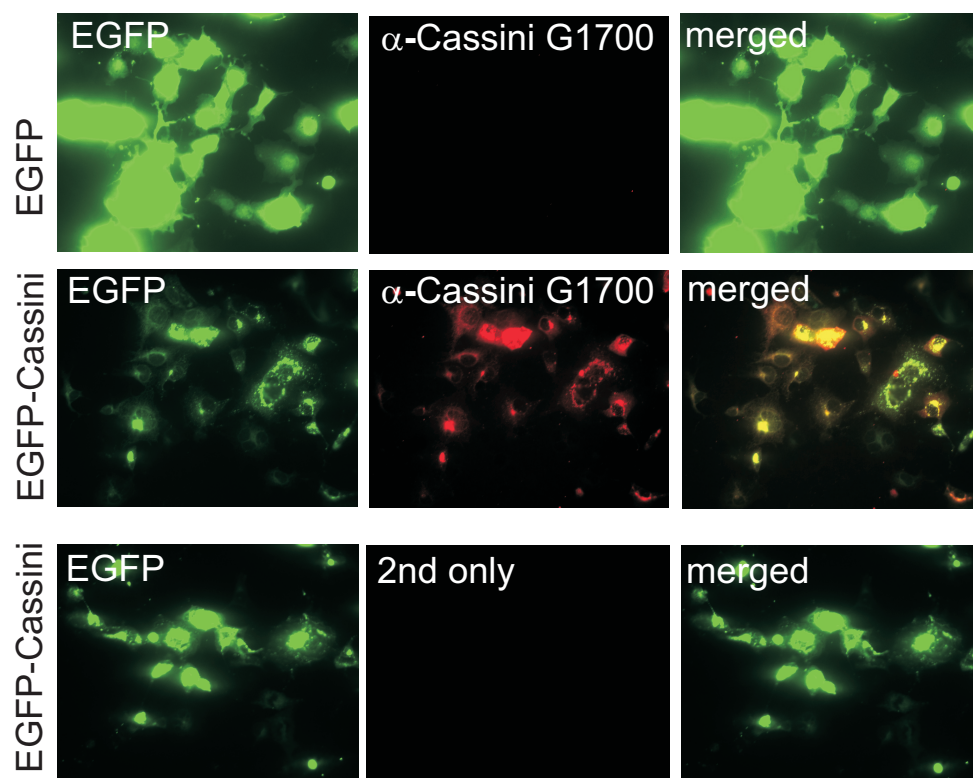

**Figure S5. Protein product of EGFP-tagged *cassini* cDNA.** (A) Western blot analysis of EGFP or EGFP-Cassini transfected into COS-1 cells (10 µg/lane) and lysates of liver and spleen (100 µg/lane) from mice injected with LPS or PBS as indicated. The left panel was incubated with affinity-purified polyclonal rabbit antisera (G1700) directed against a peptide from the putative C-terminal end of Cassini; samples in the right panel was preincubated with the peptide against which the antiserum was generated. Arrowheads in the left panel point to products that are specifically detected by the antibodies. (B) Samples from COS-1 transfected cells were treated as indicated below the panels. Arrowheads point to products specifically detected by the antibodies. (C) Detection of EGFP-Cassini in COS-1 cells. COS-1 cells transfected with EGFP or EGFP-Cassini encoding plasmids were evaluated for EGFP expression (*left panels*) or Cassini using polyclonal G1701 antisera as indicated. x20 magnification. A, B, the position of molecular weight standards are indicated to the right in each panel. Shown are representative results of experiments repeated at least two times.

# Supplementary material for: Expression of cassini, a murine gamma-satellite sequence conserved in evolution, is regulated in normal and malignant hematopoietic cells
**Source:** BMC Genomics. 2012 Aug 23;13:418. doi: 10.1186/1471-2164-13-418
**Supplement:** Additional file 6 — Description of data, methods and references for Figures S1-S6. Contains a description of the results shown in Figures S1-S6, the methods that were used to generate those data, and references relevant to this information.

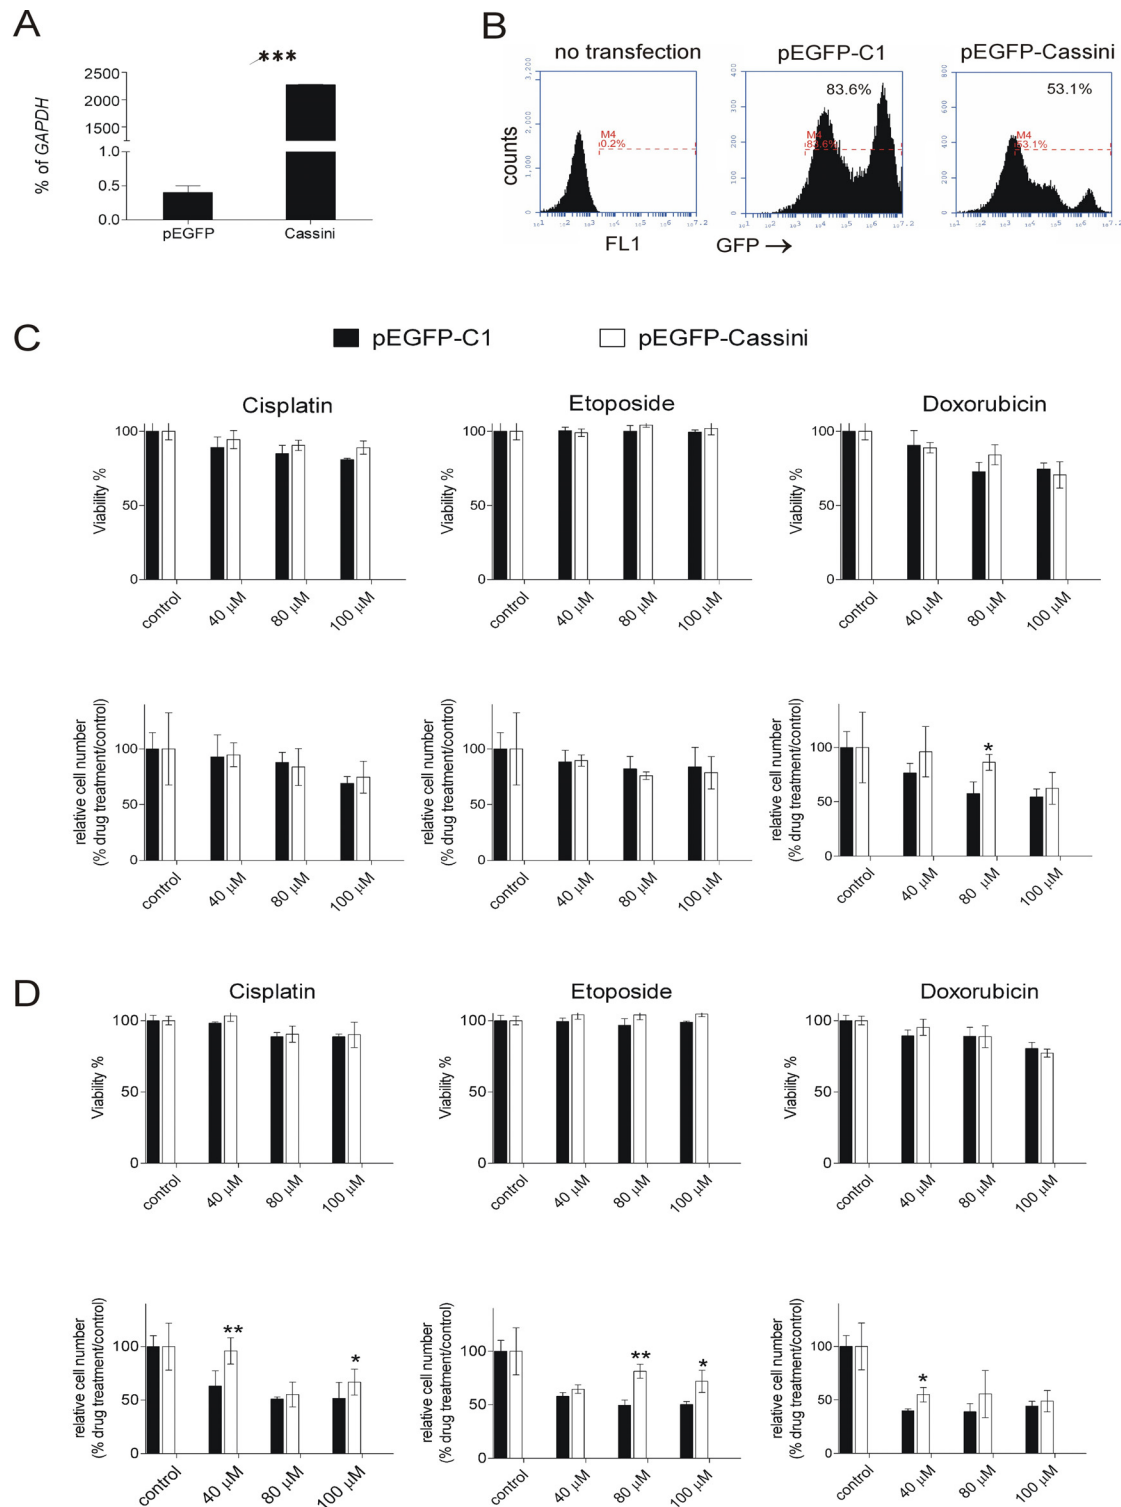

**Figure S6. Effect of *cassini* on survival of drug-treated cells.** Human 293 FT HEK cells transfected with pEGFP-C1 (expressing EGFP) or pEGFP-Cassini were assayed for (A), *cassini* RNA expression using real-time RT/PCR and (B) EGFP expression using FACS and (C, D) effect of *cassini* expression on cell growth, viability and chemotherapeutic drug treatment. C and D show independent transductions and experiments. All values represent mean  $\pm$ SD of triplicate wells per treatment per transfectant. \* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\* $p < 0.001$ .

# Supplementary material for: Expression of cassini, a murine gamma-satellite sequence conserved in evolution, is regulated in normal and malignant hematopoietic cells
**Source:** BMC Genomics. 2012 Aug 23;13:418. doi: 10.1186/1471-2164-13-418
**Supplement:** Additional file 7 — Figure S6.Effect of cassini on survival of drug-treated cells. 293 HEK cells were transfected with control pEGFP-C1 or pEGFP-cassini and compared for viability and cell numbers after treatment for 24 hours with the chemotherapeutic drugs cisplatin, etoposide and doxorubicin.

## Supplementary information

### Results

There were 8 related Affymetrix probe sets which reported increased transcriptional upregulation of 4 loci in irradiated MEFs that were communicating with drug-treated ALL cells (**Figure S1 A**). Seven of these loci originate from a region of 40 kb of DNA at 3 MB distal to the tip of 9. 

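With the drug held the same, signals at Gm10715, Gm10716, Gm10718 and Gm10800 were also higher in MEFs cultured with ALL cells across the membrane. Each of their probesets rose in MEFs + ALL + nilotinib over MEFs + nilotinib. The largest ratio was at Gm10718 and the smallest at Gm10715. The mean of the 8 probesets was 3.69 higher on the log2 scale (two-sided exact permutation p = 0.1, the smallest that 3 arrays against 3 allow). Ratios of mean anti-logged signals ran from 4.20-fold at the dim probeset 10582918 of Gm10715 to 19.5-fold at probeset 10582896 of Gm10718. Probeset 10582884 of Gm10718, at 14.3-fold, had a lower mean log2 signal in MEFs + nilotinib (3.89) than that dim probeset (4.12). All 8 probesets passed limma's test (adjusted p from 0.00323 to 0.0179), as did 8 adjusted over the list alone, and in each 3 of 3 arrays lay above all MEFs + nilotinib arrays. The study chose these probesets for their rise on the same arrays, which makes the list no independent evidence. Of the 8, 6 passed without MEFs + nilotinib replicate 2, 6 without MEFs + ALL + nilotinib replicate 1 or 3, and 7 without MEFs + ALL + nilotinib replicate 2. The paper reports that the annotation of Gm10718 pointed to a similar hypothetical protein of Plasmodium. The authors searched the sequence databases for related loci and transcripts, and they named a cDNA of the family cassini.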

As indicated in **Figure S1 A** (#7, 9 and 12, shaded) this region contains 9 additional loci that are described in the database with different Genbank IDs (**Figure S1 B**). Each unit is listed as a possible transcriptional unit with an exon/intron structure and the same transcriptional orientation on the chromosome (for example ENSMUST00000099042, [www.ensembl.org/Mus\\_musculus/Transcript/](http://www.ensembl.org/Mus_musculus/Transcript/)). The cluster on 40 kb would include a total of 48 coding exons.

The putative mRNAs have a corresponding hypothetical protein product associated with them (**Figure S1 B**) and each could produce an approximately 225 amino acid residue protein. Alignment of these (**Figure S2**) shows that they would be members of a family of closely related sequences. Further screening of database sequences for existing physical murine cDNAs identified many other homologous sequences (**Figure S3**; also AK089606, AK089889, AK089740, AK089559, AK089567, AK156805, AK156981, AK171891, AK172170). The hypothetical proteins generated from these transcripts are annotated as “phenylalanine-rich region profile containing proteins”, that are exceptionally rich in phenylalanine (21%), serine (15%), isoleucine (11%), leucine (10%) and valine (8%). Around 27% of the residues are aromatic amino acids (H, F W, Y).

We used the deduced amino acid sequence of *cassini*, tblastn (low complexity filter turned off) to identify closely homologous sequences in other organisms. Around 650 similar-sized (500 bp) human ESTs were identified, such as AW262311. One human sequence was found in the patent sequence data base (AX64782). A tblastn search against the human genome (accessed 8/2011; all assemblies and Celera WGS) yielded no homologous sequences but the human HTGS and WGS databases contained sequences with a high degree of similarity such as AC083775 and AC090326 from chromosome 7 and 18. Human\_sapiens *cassini*-like sequences could not be detected in RepBase ([www.girinst.org](http://www.girinst.org)).

Numerous homologous sequences were also found in *Plasmodium* subspecies that are infectious to mouse. The *Plasmodium* gene producing XP\_675578, of which the sequence is partly aligned in **Figure S3**, is annotated as containing at least 8 exons and spanning around 2.6 kb. The putative protein product of this gene is predicted to encompass more than 529 amino acid residues and contain 13 probable transmembrane helices (Q4YK64, [www.uniprot.org](http://www.uniprot.org)). Numerous other genes in the *Plasmodium* genome encoding putative very large Cassini-like proteins include among others XP\_679116, XP\_678762, XP\_679115, XP\_679219 and XP\_679129 with 1767, 1153, 1260, 1260 and 1689 amino acid residues. The largest is a 12 kb intron/exon genomic DNA fragment predicted to encode a 2335 amino acid polypeptide (Q4YA27) with 52 putative transmembrane regions encoded by a gene with at least 26 exons. The mosquito *Culex quinquefasciatus* also contains sequences with high similarity (EMBL eds38491.1 described a putative 365 amino acid integral to membrane protein).

We obtained a murine cDNA clone AK089719 isolated from a mouse activated spleen cDNA library from the RIKEN FANTOM collection (Yokohama city, Japan). The cDNA, which we named *cassini*, is predicted to encode a peptide of 222 amino acid residues (**Figure S4 A**). We analyzed its structure for helical transmembrane areas. 6 membrane helices were predicted with a z score = 1.23 for the best model (**Figure S4 B, S4 C**).

The cDNA insert was subcloned into the eukaryotic expression vector pEGFPC1 to produce an in-frame fusion protein with EGFP. We also generated polyclonal rabbit antisera against a KLH-conjugated peptide encoded by the very C-terminal end the cDNA. Surprisingly, Western blotting of lysates from the EGFP-Cassini- transfected COS-1 cells on denaturing on SDS-PAA gels with these antibodies showed the presence of very high molecular weight proteins (>600 kDa) and minor bands, including one at around 48 kDa (**Figure S5 A and B**), whereas the predicted size of the product is around 54 kDa (EGFP 27 kDa + 27 kDa Cassini). The antibody reaction was specific, since addition of the peptide against which the antiserum was generated removed both the high molecular weight signal and the 48 kDa band (**Figure S5 A and B**).

Wasserman et al (2010) reported that the WDR62 protein exhibits a temperature-dependent mobility on SDS-PAA gels, depending upon whether or not the sample was boiled. We therefore compared lysates from EGFP-Cassini-transfected COS-1 cells with and without boiling. Remarkably, the high molecular weight material resolved into discrete bands when the sample was not boiled (**Figure S5 B**, lanes “no boiling”).

Analysis of different mouse cells and tissues using real-time RT/PCR indicated that expression of *cassini* RNA is very high in spleen and low in liver and that moreover, endotoxin treatment of mice greatly increases the levels of RNA in spleen. However, Western blotting of lysates from the same animals using the anti-peptide antisera (G1700, **Figure S5 A**; G1701, not shown) did not reveal the existence of a protein that was more abundant in spleen or of which expression increased upon treatment with LPS, either with or without boiling of the lysates. The antisera did detect proteins of around 38 and 32 kDa in liver (**Figure S5 A**; left panel, small arrowheads). No specifically induced product was detected in 8093 ALL cells treated with nilotinib.

We also examined the subcellular location of the EGFP-Cassini protein. As shown in **Figure S5 C**, the EGFP-*cassini* cDNA generated a protein that was detected in transfected COS-1 cells using both EGFP fluorescence and the G1700 antisera. The signal was punctate and clearly not nuclear, in contrast to the EGFP-only signal which was both nuclear and cytoplasmic (**Figure S5 C**). The EGFP-Cassini did not co-localize with F-actin (results not shown). We conclude that *cassini* RNA can be translated into a protein but is currently not clear if such protein exists *in vivo*.

To investigate if the increased expression of *cassini* RNA contributes to death of stressed cells or provides protection, we transiently transfected pEGFP-C1 control plasmid or pEGFP-Cassini into 293 HEK cells. Real-time RT/PCR confirmed the high-level expression of *cassini* RNA in the pEGFP-Cassini transfectant (**Figure S6 A**) and FACS was used to compare transfection in both pEGFP-C1 control and pEGFP-Cassini (**Figure S6 B**). Viability of the cells transfected with EGFP or EGFP-Cassini was not significantly different (control samples **Figure S6 C and D**). 24 hours after transfection, we additionally treated some of the samples with different concentrations of cytotoxic chemotherapeutic drugs. We used cisplatin, a DNA cross-linking agent, the topoisomerase inhibitor etoposide and the anthracycline doxorubicin. These agents did not display a pronounced cytotoxic effect on 293 cells, as measured by the relatively small decrease in viability over 24 hours (**Figure S6 C, D**). All three drugs did exhibit a cytostatic effect, inhibiting cell proliferation. The proliferation of cells transfected with pEGFP-Cassini overall appeared to be less inhibited than that of cells transfected with pEGFP but this effect was not consistently noted in all samples (**Figure S6 C, D**). We conclude that increased levels of *cassini* do not promote cell death, and may be beneficial to cells experiencing extracellular stress.

## Supplementary methods

### Antisera against Cassini

Secondary structure of the putative protein product was analyzed using PHDhtm v1.96 (Profile fed neural network systems from HeiDelberg; Rost 1996; Rost et al., 1996) and YASPIN (<http://www.ibi.vu.nl/programs/yaspinwww/>).

The insert from clone AK08917 was released from the vector by digestion with BamHI and EcoRI and inserted in-frame with the EGFP gene into pEGFP-C1 (Clontech) digested with Bgl II x EcoRI. EGFP-Cassini and EGFP were transfected into COS-1 cells using Lipofectamine. We generated two polyclonal rabbit antisera (Open Biosystems, Huntsville, AL), G1700 and G1701, against a KLH-conjugated peptide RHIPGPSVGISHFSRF (**Figure S4**, underlined) encoded by the very C-terminal end the cDNA AK089719. G1700 was further affinity-purified using an Aminolink Plus Immobilization kit (Thermo Scientific).

### Cassini protein

EGFP-Cassini was transfected into COS-1 cells using Lipofectamine and Plus (Invitrogen). COS-1 lysates for Western blotting (10-20 µg/lane) were in SDS-SB or in modified RIPA buffer. Liver and spleen lysates (50-100 µg/lane) were made in SDS-SB or in 1% Triton lysis buffer. The different lysis buffers gave similar results. G1701 antisera was diluted 1:500 for Western blotting and incubated overnight with membranes. For peptide competition experiments, 10-20 µl G1701 antiserum was pre-incubated with 100 µg of peptide in 1 ml 5% milk/TBST for 2 hrs at RT. Samples were run on 10% polyacrylamide gels. For immunocytochemistry, after fixation and permeabilization, slides were blocked with 1% BSA/PBS for 30 min. and incubated with affinity-purified G1700 for 2 hrs. Secondary antibodies were Cy3-anti-rabbit. Images were captured using an ImageLeica.

### Treatment of transfected cells with drugs

293 FT HEK (human embryonic kidney) cells ( $0.3 \times 10^6$ /well) were transfected with 0.5 µg pEGFP-C1 control or pEGFP-Cassini DNAs using Lipofectamine 2000 (Invitrogen). 24 hours after transfection, drugs were added. Different concentrations of doxorubicin, cisplatin, etoposide or DMSO (control) were used as indicated in the figure legend. After 48 hours, expression of the constructs was evaluated using FACS for EGFP (DMSO-treated only) and viable and total cell counts were performed using Trypan blue exclusion (all samples). The pEGFP-C1 control or pEGFP-Cassini-transfected cells treated with DMSO had different cell counts 48 hours after transfection. To be able to compare the effects of drug treatment on these different transfectants, therefore, we expressed cell numbers as the percentage of the drug treated cells/that of control DMSO treated cells.

### Supplementary literature cited

- Lin K, Simossis VA, Taylor WR, Heringa J: **A Simple and Fast Secondary Structure Prediction Algorithm using Hidden Neural Networks.** *Bioinformatics* 2005, **21**:152-159.
- Rost B: **PHD: predicting one-dimensional protein structure by profile-based neural networks.** *Methods Enzymol* 1996, **266**: 525-539.
- Rost B, Fariselli P, Casadio R: **Topology prediction for helical transmembrane proteins at 86% accuracy.** *Protein Sci.* 1996, **5**: 1704-1718.
- Wasserman T, Katsenelson K, Daniliuc S, Hasin T, Choder M, Aronheim A: **A novel c-Jun N-terminal kinase (JNK)-binding protein WDR62 is recruited to stress granules and mediates a nonclassical JNK activation.** *Mol Biol Cell* 2010, **21**: 117-130.

How the deposited data were processed for this re-analysis (not part of the article)

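RNA of irradiated mouse embryonic fibroblasts (MEFs) was measured on day 9 of culture on 10 Affymetrix Mouse Gene 1.0 ST arrays. There were 3 arrays of MEFs + DMSO, 3 of MEFs + nilotinib (16 nM), 3 of MEFs + ALL + nilotinib and 1 of MEFs + ALL + DMSO, with 1 array per dish and no pooling. The methods describe the triplicates as separate dishes, and the replicate numbers name only the dishes, so they were not used as a block in the comparisons reported.

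The values are the log2 of the probeset signals that the authors deposited. The legend of Figure S1 calls the signals RMA-normalized, and the methods and the submitters' processing notes name Partek, whose version is not given in the sources used here. The methods also name Ingenuity (version 7.1), which was not used here. Details of background correction and normalization beyond RMA are not given in the sources used here. The scale was checked on the values, which run from 2.09 to 15.0 with array medians near each other, and on the probesets of Figure S1, whose anti-logged group means have the heights of its bars. The number of arrays limits the precision.

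The table holds 35557 probesets with 0 missing values. By the array's annotation 21789 pair with 1 gene symbol, 1621 with several and 12147 with none. Of the 21789, 21698 matched by gene ID to RefSeq genes of GRCm38.p6, which changed 0 symbols and was used for names alone, and 19938 genes have a probeset of their own. The 6618 probesets with IDs below 10344624, the lowest in the annotation, are unnamed here, and 476 probesets repeat the values of another. A gene was named only from a probeset with 1 symbol, except the loci of Figure S1 and 4930433N12Rik, whose probesets the paper lists.

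Comparisons were made in R 4.3.3 with limma 3.58.1 (lmFit and eBayes on the log2 values of all 10 arrays, 4 group means and a shared spread), adjusted by Benjamini-Hochberg over all 35557 probesets, with a threshold of 0.05. The comparisons were MEFs + ALL + nilotinib over MEFs + DMSO, MEFs + nilotinib over MEFs + DMSO, MEFs + ALL + nilotinib over MEFs + nilotinib, MEFs + ALL + DMSO over MEFs + DMSO, MEFs + ALL + nilotinib over MEFs + ALL + DMSO, the presence of ALL cells with the drug as a covariate, and the interaction of both. Folds are ratios of the arithmetic means of anti-logged values, since the methods describe averages that were then log transformed. The mean log2 value of the 8 probesets of Figure S1 was compared by a two-sided exact permutation test.

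Gene lists were tested with camera (preset correlation 0.01), and with an estimated correlation and with fry as alternatives, using for each gene its probeset with the highest mean, adjusted over the lists. There were 24 lists, of which 23 had at least 5 measured genes. They cover markers of pro-B and B cells, all leukocytes, macrophages, endothelium, skeletal muscle, adipocytes, epithelium and neural cells, the type I interferon response, p53 targets, secreted inflammatory factors, stromal support of B lymphoid cells, heat shock, the unfolded protein and ATF4 response, the NRF2 response, hypoxia and glycolysis, cholesterol synthesis, extracellular matrix, the myofibroblast and TGF-beta response, the cell cycle, regulators of pericentromeric heterochromatin, kinases that nilotinib inhibits, and olfactory and vomeronasal receptors. The list of cassini-like genes had 0 genes with a probeset under their own symbol and was not tested as a list. Fry tests whether the genes of a list move on balance in a direction, and does not compare the list with other genes.

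Genes were named by a rule. For MEFs + ALL + nilotinib over MEFs + DMSO these were the 15 largest rises and 10 largest falls among genes past the test whose arrays do not overlap between the groups, for MEFs + ALL + nilotinib over MEFs + nilotinib the 10 largest of each, and for MEFs + nilotinib over MEFs + DMSO, where none passed, the 3 largest non-overlapping differences of each sign. The rule also names 2 to 4 members of each list by size of change and every gene the paper names. Fewer members than that are printed for some lists, such as the endothelial, epithelial, NRF2 and heat shock lists. Clca3a1 and Cxcl15, which the rule does not name, were added after their values were seen. Genes that the paper names and that lack a probeset with a symbol of their own, such as Gapdh, were not analysed here. The value of 1 pan-leukocyte gene, which passed as higher in MEFs + ALL + nilotinib than in MEFs + DMSO, is not reported here.

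The fit was tested on simulated data of the same layout. With 200 of 35557 probesets changed in MEFs + ALL + nilotinib, it recovered 29.5% at a log2 change of 0.5, 84% at 1 and 95% at 2, with 3, 11 and 12 false calls, and made 0 calls in the comparisons left unchanged. A cell cycle list raised by 0.5 was found by camera, by the estimated correlation and by fry, with 0 of the other lists called. That shift is larger than the list medians in MEFs + ALL + nilotinib over MEFs + DMSO, which reached 0.23 at most. The simulated list also passed with an estimated correlation. It therefore does not test the real camera calls, which were smaller and were lost with an estimated correlation.

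The alternatives tried were quantile normalization, centring each array on its median, leaving out the 30% dimmest probesets, probesets with 1 symbol only, eBayes with trend and robust, only the groups compared, array weights, the replicate number as a block, leaving out each array in turn, differences of mean log2 values for folds, folds with an adjusted p, and the mean of a gene's probesets for the lists. Leaving out IDs below the annotated range, counting identical probesets once, and leaving out the MEFs + ALL + DMSO array were added after the data were seen. RT/PCR data and the other cell and tissue samples of the paper were not analysed here, and raw scans were not used here. No genome coordinates were used.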

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

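The tests of RNA of ALL cells and of an array-wide shift in the MEFs + ALL + DMSO array, and of array spread in probesets with low IDs, were chosen after the results were seen.

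In MEFs exposed to nilotinib-treated ALL cells, 150 genes rose over MEFs + DMSO and 23 fell that the text of the paper does not name, although it counts the probesets above 2-fold. Of the 10 ways to split these 6 arrays into 3 and 3, the real split was 1 of 10 with as many probesets, 223 against 0 for the highest other. These splits are too few for a share under 0.05. Between MEFs + nilotinib and MEFs + DMSO the real count was 0 and the highest other 1, and with a real count of 0 all 10 splits give as many by construction, so they test nothing.

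The change with ALL cells differed between nilotinib and DMSO for 1406 probesets in limma's interaction test, 142 higher with nilotinib and 1264 lower. Of these, 1383 also differed between the MEFs + ALL + DMSO array and MEFs + DMSO, and 26 between MEFs + ALL + nilotinib and MEFs + DMSO. With 1 array left out, the higher count ran from 45 without MEFs + DMSO replicate 2 to 546 without MEFs + nilotinib replicate 1. The lower count ran from 963 to 1386 in the same fits. The side with DMSO rests on 1 array, so the interaction cannot separate an effect of the drug from that array.

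That array also gave signal the paper does not report on: the median of 34 pro-B and pan-leukocyte markers was 2.08 higher on the log2 scale than in MEFs + DMSO (SD over markers 1.07), and 30 of 34 passed as higher. In MEFs + DMSO, 11 of the 34 had a signal above that of the median probeset. An array-wide shift of scale or background would raise markers of other cell types too, and the median of 68 such markers was -0.13 (SD 0.42), which argues against it. RNA of ALL cells in the sample is a candidate source of the lymphoid and cell cycle signals, despite the Transwell membrane that would keep cells apart. How much of the array's other differences is a response of the MEFs stays open, because no replicate of this condition was analysed here.

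The rise of the 8 probesets at cassini-like loci in MEFs + ALL + nilotinib was weighed against technical sources. RNA of ALL cells in these samples would raise leukocyte markers, whose median difference was -0.0906 (SD over 34 markers 0.19, 1 of 34 past the test). Nilotinib acting on the MEFs themselves would raise the probesets without ALL cells, and their mean differed by -0.62 in MEFs + nilotinib, so both explanations are argued against. A general rise of silent loci from genomic DNA or background would raise olfactory and vomeronasal receptors, whose median differed by -0.0249, but genomic DNA cannot be told apart from RNA here, since satellite sequence in many copies could show a trace of it before receptor genes in single copies do. Also open is RNA from dying ALL cells that lack marker transcripts, which was not tested. An induction by nilotinib-treated ALL cells, as the paper states, stays open too.

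Of probesets more than 2-fold higher in MEFs + ALL + nilotinib, 41 have IDs below the annotated range, and with nilotinib and no ALL cells 38 probesets of that range were more than 2-fold higher over the same MEFs + DMSO arrays. Spread between arrays that is unrelated to ALL cells is a candidate explanation for these low-ID probesets. The shared MEFs + DMSO arrays enter both counts, and an effect of nilotinib common to both groups was not tested.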

How the results depend on the processing

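Leaving out low IDs, counting identical probesets once and leaving out the MEFs + ALL + DMSO array are tests chosen after the data were seen. Quantile normalization and median centring moved no total by over 1.5 times, while centring took the probesets lower in MEFs + ALL + nilotinib than in MEFs + nilotinib from 13 to 8. Over all summary results 127 alternatives stayed within their bounds, 64 moved and 0 reversed. Most of these results are counts, which have no sign to reverse. For named genes 654 kept their side of the threshold, 330 lost the call and 0 reversed. Where the arrays of a gene do not overlap between groups, leaving out 1 array cannot reverse its change. The 0 reversals therefore say little about stability. The means of the 8 cassini-family probesets stayed within their spread between replicates in every alternative run, and the 0 calls for nilotinib alone (3985 at an unadjusted p under 0.05 with limma) stayed at 0 except when MEFs + nilotinib replicate 1 was left out.

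For MEFs + ALL + nilotinib over MEFs + DMSO (223 probesets), for MEFs + ALL + nilotinib over MEFs + nilotinib (66) and for the presence of ALL cells with the drug as covariate (190), testing fewer probesets gave 503, 119 and 318 without the 30% dimmest and 646, 161 and 396 with 1 symbol only. Without low IDs the former pair gave 505 and 150. Array weights gave 1263, 141 and 463, and trend and robust gave 476 and 117 for the former pair (the cause was not tested). With only the groups compared, which leaves fewer arrays for the spread, these gave 12 and 4, and MEFs + ALL + nilotinib over MEFs + ALL + DMSO (1543) gave 535. Array weights gave 6615 for MEFs + ALL + DMSO over MEFs + DMSO (3651) and 2323 for the interaction (1406), and the cause was not tested. Without the MEFs + ALL + DMSO array, the presence of ALL cells gave 66, 53 higher and 13 lower. These are the counts of MEFs + ALL + nilotinib over MEFs + nilotinib. With that array gone only the nilotinib groups compare ALL cells at the same drug, so this is not a separate test.

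A replicate block, with the numbers taken as paired, gave 8, 12 and 12 in the same order, the lone array given its own level left out of the last, and 918 for the interaction. The numbers did not behave as pairs: 2 of 9 same-number pairs had r over 0.1 (range -0.29 to 0.24), and not every sample correlated best with its own number, so these counts say nothing about the effects.

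With an estimated correlation 0 gene lists passed where 8 did (the cause was not tested).

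Leave-one-out ranges, with fewer samples, were 8 to 99 for MEFs + ALL + nilotinib over MEFs + DMSO, 0 to 57 for nilotinib alone, 12 to 36 for MEFs + ALL + nilotinib over MEFs + nilotinib, 2137 to 2491 for the MEFs + ALL + DMSO array and 69 to 214 for the presence of ALL cells. They were 1178 to 1540 for MEFs + ALL + nilotinib over MEFs + ALL + DMSO and 1008 to 1932 for the interaction. For folds they were 72 to 103 above 2-fold, 13 to 20 above 3-fold and 29 to 90 below 0.5. For nilotinib alone, folds over 2 either way ran from 66 to 157.

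Of folds in MEFs + ALL + nilotinib over MEFs + DMSO, 68 above 2-fold became 40 without the dimmest probesets, 9 with 1 symbol only, 19 with an adjusted p and 27 without low IDs. The 14 above 3-fold became 9, 0 and 9 in the same order up to the adjusted p, and the 39 below 0.5 became 13, 0, 3 and, without low IDs, 6. For nilotinib alone 77 became 33, 1 with 1 symbol only (Trdn) and 13 without low IDs. These settings count fewer probesets by construction. Dim probesets limit these counts, since a small difference in signal near background is a large fold.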

Differences from the paper's values

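The test of leukocyte markers in the MEFs + ALL + DMSO array was chosen after the result was seen. No main value differed from the paper's by the rule applied, which takes a ratio over 1.5 as a difference. The paper's count above 2-fold is 59 and the count here 68, and no setting run gave the paper's count. Above 3-fold the paper's count is 13 and the count here 14, and without MEFs + ALL + nilotinib replicate 1 it was 13. The paper's fold range for the 8 probesets starts at 3 and ends at 10, and here it runs from 3.70 to 13.1. The fold of 3.70 is that of a dim probeset, and probeset 10582884 of Gm10718, at 11.6-fold, was dimmer in MEFs + DMSO. Among alternatives set before the data were examined, ratios over 1.5 to the paper's values arose for the count above 2-fold without MEFs + DMSO replicate 1 (103), without MEFs + ALL + nilotinib replicate 2 (93), with 1 symbol only (9) and with an adjusted p (19). They also arose for the count above 3-fold without MEFs + DMSO replicate 1 (20) and with 1 symbol only (0), and for the largest fold without MEFs + DMSO replicate 3 (15.8).

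The paper states that the MEF samples hold RNA of MEFs alone, and that contaminated MEFs + ALL + DMSO samples were set aside and a single one used. In that array the median of the pro-B and pan-leukocyte markers was 2.08 higher than in MEFs + DMSO. In the MEFs + ALL + nilotinib arrays it was -0.09, 0.00 and -0.10, which goes with the paper's statement for those samples.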

Other observations

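The test without the MEFs + ALL + DMSO array was chosen after the result was seen.

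Against MEFs that also received nilotinib, the chemokine genes Ppbp and Cxcl5 and the opioid precursor gene Penk rose with ALL cells, while Sult1e1, which inactivates estrogens, and the ATF4 targets Chac1 and Trib3 fell. Ppbp rose by 1.12 on the log2 scale, Penk by 1.05, Serping1 by 0.99, Cxcl5 by 0.97, Slc16a3 by 0.94, the thyroid hormone deiodinase gene Dio3 by 0.90, AW551984 by 0.83, the tubulin regulator gene Stmn2 by 0.82, Pi15 by 0.76 and the pentraxin gene Ptx3 by 0.73. Sult1e1 fell by 1.14, Chodl fell by 0.87, Col10a1 fell by 0.77, Chac1 and Trib3 fell by 0.76 each, Palmd fell by 0.73, Prss35 fell by 0.67, the growth factor gene Fgf18 fell by 0.54, the G protein regulator gene Rgs4 fell by 0.44 and Jag1 fell by 0.40. Limma called 66 probesets, 53 higher and 13 lower, with 3295 at an unadjusted p under 0.05 and 14.4% not overlapping between the groups where chance gives 10%. The count was 27, 12 and 16 without replicates 1, 2 and 3 of MEFs + nilotinib and 17, 36 and 19 without replicates 1, 2 and 3 of MEFs + ALL + nilotinib. Of the 20 genes, 3 passed in all of these fits and 17 lost the call in at least 1, with 7, 3 and 3 passing without MEFs + nilotinib replicates 1, 2 and 3 and 5, 10 and 6 without MEFs + ALL + nilotinib replicates 1, 2 and 3. Of the splits of these arrays, 1 of 10 gave as many probesets, the real one with 66 against 1 for the highest other, and 10 splits are too few for a share under 0.05.

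In the same comparison 7 lists passed camera and 0 with an estimated correlation. Fry called 4 of them, and not p53 targets (0.0586), the cell cycle (0.0959) or olfactory receptors (0.811). Low-oxygen genes had a median of 0.23 (adjusted p = 1.00e-09, and adjusted p = 0.120 with an estimated correlation), with 0 called by limma over all probesets and 11 higher when adjusted over the list alone. The glucose transporter gene Slc2a1 differed by 0.47 and Adm by 0.56 without passing. Secreted inflammatory factors (0.15, adjusted p = 3.31e-04, and adjusted p = 0.120 with an estimated correlation), cholesterol synthesis (0.15, adjusted p = 9.94e-05, and adjusted p = 0.0521 with an estimated correlation), the cell cycle (0.07, adjusted p = 0.00280, and adjusted p = 0.321 with an estimated correlation) and olfactory receptors (0.03, adjusted p = 0.0200, and adjusted p = 0.949 with an estimated correlation) were also up. The ATF4 response (-0.13, adjusted p = 1.27e-07, and adjusted p = 0.0521 with an estimated correlation) and p53 targets (-0.11, adjusted p = 9.94e-05, and adjusted p = 0.321 with an estimated correlation) were down, with 6 and 5 genes lower when adjusted over the list alone. Over all probesets limma called Cxcl5 as higher and Chac1 and Trib3 as lower in these lists. Adjusted over the list alone, 1 inflammatory factor was higher and 1 lower, and 1 cholesterol synthesis gene and 1 cell cycle gene were higher.

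With the drug as a covariate, the presence of ALL cells changed 190 probesets over all 10 arrays, 131 higher and 59 lower. Of 100 drawn splits 1 gave as many, the real one, and the highest other gave 74. The real split holds the lone MEFs + ALL + DMSO array. The splits therefore cannot tell a response of MEFs from the leukocyte transcripts of that array. Without that array, or without MEFs + nilotinib replicate 3, the count was below 74. The count was 76, 83 and 90 without MEFs + DMSO replicates 1, 2 and 3, 69 without MEFs + nilotinib replicate 3, 75 and 99 without MEFs + ALL + nilotinib replicates 1 and 3, 105 without MEFs + nilotinib replicate 1, and 66 without the MEFs + ALL + DMSO array, whose leukocyte markers enter it.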
